# Novel polysome messages and changes in translational activity appear after induction of adipogenesis in 3T3-L1 cells

**DOI:** 10.1186/1471-2199-13-9

**Published:** 2012-03-21

**Authors:** Carolin Fromm-Dornieden, Silvia von der Heyde, Oleksandr Lytovchenko, Gabriela Salinas-Riester, Bertram Brenig, Tim Beissbarth, Bernhard G Baumgartner

## Abstract

**Background:**

Control of translation allows for rapid adaptation of the cell to stimuli, rather than the slower transcriptional control. We presume that translational control is an essential process in the control of adipogenesis, especially in the first hours after hormonal stimulation. 3T3-L1 preadipocytes were cultured to confluency and adipogenesis was induced by standard protocols using a hormonal cocktail. Cells were harvested before and 6 hours after hormonal induction. mRNAs attached to ribosomes (polysomal mRNAs) were separated from unbound mRNAs by velocity sedimentation. Pools of polysomal and unbound mRNA fractions were analyzed by microarray analysis. Changes in relative abundance in unbound and polysomal mRNA pools were calculated to detect putative changes in translational activity. Changes of expression levels of selected genes were verified by qPCR and Western blotting.

**Results:**

We identified 43 genes that shifted towards the polysomal fraction (up-regulated) and 2 genes that shifted towards free mRNA fraction (down-regulated). Interestingly, we found Ghrelin to be down-regulated. Up-regulated genes comprise factors that are nucleic acid binding (eIF4B, HSF1, IRF6, MYC, POLR2a, RPL18, RPL27a, RPL6, RPL7a, RPS18, RPSa, TSC22d3), form part of ribosomes (RPL18, RPL27a, RPL6, RPL7a, RPS18, RPSa), act on the regulation of translation (eIF4B) or transcription (HSF1, IRF6, MYC, TSC22d3). Others act as chaperones (BAG3, HSPA8, HSP90ab1) or in other metabolic or signals transducing processes.

**Conclusions:**

We conclude that a moderate reorganisation of the functionality of the ribosomal machinery and translational activity are very important steps for growth and gene expression control in the initial phase of adipogenesis.

## Background

White adipose tissue (WAT) plays an important role in homeostasis by storing and releasing triglycerides and by releasing many hormonal factors called adipokines such as leptin or adiponectin. High caloric intake leads to the expansion of WAT by an increase of adipocyte numbers (hyperplasy), by expanding the volume of existing adipocytes (hypertrophy) or a combination of both [1]. In order to understand, which mechanisms drive hypertrophic or hyperplastic obesity, we need to understand the mechanisms controlling growth and differentiation of adipocytes.

Many factors have already been identified, mainly by RNA analysis, which regulate cell fate and control the transformation of preadipocytes into mature adipocytes. This process confers massive changes in the structure of the cell, which leads to storage of fat and the formation of fat vacuoles. The orchestrated changes in the structure of the preadipocyte require tight control of the involved factors.

An extensively studied model for adipogenesis *in vitro *is the mouse embryonic fibroblast cell line 3T3-L1 [2-4]. 3T3-L1 cells are grown to confluency and among stimulation with a hormone cocktail consisting of insulin, dexamethasone and isobutylmethylxanthine (IBMX), cells re-enter cell cycle within 24 to 36 h. Two rounds of cell division are performed after which they permanently withdraw from the cell cycle, begin to accumulate lipid, and undergo terminal differentiation into mature adipocytes. Until recently, regulating mechanisms of the earliest step in the differentiation process are poorly understood in comparison to later stages of adipogenesis.

The orchestrated changes in the expression of structural proteins require changes in the expression and activity of factors controlling the expression of structural proteins. Induction of adipogenesis by hormones leads to the expression of C/EBPβ and C/EBPδ within 2 hours [5], which activate the expression of *PPARγ *and *C/EBPα *at low levels. PPARγ and C/EBPα activate each others' expression in a positive feedback loop that promotes and maintains the differentiated state [6]. The latter proteins orchestrate the changes in gene expression typical for mature adipocytes. Besides the C/EBP family and PPARγ, many other factors are known that play a role in adipogenesis. Most of these factors are regulated on the transcriptional level and mRNA steady state levels can be easily measured. However, there is increasing evidence that proteins, which are controlled at the translational level, are of uttermost importance for adipogenesis and other cellular processes. A handful of translationally controlled proteins has been characterized in adipogenesis up to now. The C/EBP factors C/EBPα and C/EBPβ are regulated at the posttranscriptional level, whereupon various isoforms arise from a unique mRNA by differential initiation of translation [7]. In 3T3-L1 cells, high eIF2 and eIF4E activity shifts the ratio of C/EBP isoforms expression toward more truncated isoforms [7]. An important factor that controls adipogenesis at the translational level is HZF [8]. HZF enhances translation of *C/EBPα *mRNA by binding to its 3´-untranslated region. Knock-down of HZF disrupts adipogenesis.

In most cases, translation efficiency is closely related to ribosomal association of the respective mRNA. The degree of ribosomal association can be easily measured by separation of the mRNAs in a sucrose gradient by velocity sedimentation [9]. The gradient is fractionated, mRNA is isolated from each fraction and the ratio of the 28S/18S rRNA is used to determine the fractions containing free RNA (no ribosomes bound) and polysomal RNA [10]. By use of microarrays, the composition of the RNA pools can be determined easily [11,12].

We used velocity sedimentation and microarray analysis to identify mRNAs that change in ribosomal association during the first 6 hours after hormonal induction of adipogenesis of 3T3-L1 cells and assessed changes of translational activity by Western blotting of some candidate genes.

## Results

### Adipogenesis

Adipogenesis was assessed microscopically by Oil Red O staining (Additional file 1). In comparison to the fibroblastic phenotype of preadipocytes, mature adipocytes´ phenotype is round and cells accumulate lipid droplets in the cytoplasm. Additionally, adipogenesis was assessed by the analysis of mRNA steady state levels of *C/EBPβ *and *PPARγ *by means of q-PCR in total RNA at time points day 0, 1 and 9. Ct-values were calibrated to day 0, normalized with *β*Actin, (mean of 3 experiments with 3 replicates each, n = 9). *C/EBPβ *was up-regulated 3times at day 1 and back to base levels at day 9. *PPARγ *was up-regulated at day 9, no significant change of mRNA steady state levels were detected at day 1 (Additional file 2). These data confirm correct adipogenesis [13].

### Velocity sedimentation and polysome analysis

We analyzed mRNA distribution in samples taken immediately before (0 h) and 6 hours after hormonal stimulation (0 h + 6). 13 fractions of 1 ml each were collected from the top of the ultra centrifuged gradient. Stability of linear gradients was proved by refractive index of sucrose concentration (Additional file 3). The gradients showed high stability in fraction sucrose concentration. After RNA isolation, the ratio of 28S to 18S rRNA was measured to determine the distribution of free RNA and polysomal RNA. Non-polysomal RNA shows 28S/18S ratios unequal to two, while polysomal fractions show 28/18S ratios close to two [10]. Fractions 5, 6 and 7 were pooled and considered as free RNA (Additional file 4). Fractions 9, 10 and 11 were pooled and considered as polysomal RNA. Fraction 1 to 4 contained mainly buffer, remaining cell lysate and fat, fraction 12 and 13 contained cell debris. These fractions were not used for ribosome profiling. Fraction 8 was not used in order to obtain a clear separation of polysomal and non-polysomal fractions.

### Microarray analysis

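3T3-L1 is a mouse fibroblast line that differentiates into adipocytes in culture after hormonal induction. Cells were lysed before (0 h) or 6 h after addition of 0.5 mM IBMX, 1 µM dexamethasone and 5 µg/ml insulin, and the lysates were separated on sucrose gradients. Gradient fractions 5 to 7 were pooled as non-polysomal RNA and fractions 9 to 11 as polysomal RNA. The sample descriptions call the day of confluence day 0 and the methods call it day -2, so the groups are named here by the hours after hormonal induction. RNA of the 4 groups, with 3 replicates each, was hybridised to 12 one-color arrays on 3 slides, and every slide held 1 replicate of each group. Agilent Feature Extraction gave a background-subtracted Cy3 intensity for each of 45018 spots per array, of which 1639 were control spots. The authors also deposited log2 values of their own, made from the median pixel intensity of each spot without background subtraction and shifted by a constant on each array.

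The values reported here started from the background-subtracted intensities. Between 94 and 221 spots per array that the software marked as outliers were left out, the log2 values of the 245 probes printed more than once were averaged, and the arrays were scaled by the spike-ins, control RNAs added to every sample. The files name probes by transcript accession. A gene symbol was found for 26690 probes (64.8%), and the other probes keep their accession as the name, which makes 32301 gene names in all. The median intensity per array was 18.9 to 22.7 in the non-polysomal fraction at 0 h, 23.3 to 26.1 in the polysomal fraction at 0 h, 18.7 to 20.8 in the non-polysomal fraction at 6 h and 20.1 to 24.4 in the polysomal fraction at 6 h. Feature Extraction rated 55.7% to 60.8% of the probes of an array as well above background, and no spot was saturated. In all, 20366 probes were well above background on every array, 25025 on every array of at least 1 group, and 11573 on no array. The standard deviation between the replicates of a group had a median of 0.098 on the log2 scale for the probes well above background on every array and of 0.225 for those that never were. The number of arrays limits the precision of every value.

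With np and p for the non-polysomal and polysomal fractions and 0 and 6 for the hours, the M-value of a probe was (p6 - np6) - (p0 - np0) on the log2 scale. It was tested with limma's moderated statistic in a single fit of the 4 groups, and p-values were adjusted by the method of Benjamini and Hochberg over all probes. An M-value could not be computed for 19 probes, because all their spots in a group were left out. No filter on dim probes was applied, since the methods name none. The scaling between arrays, the background subtraction and this filter are the choices that could change the numbers most.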

Microarray analysis was performed according to standard protocols in three biological replicates (Agilent Technologies; Cat. No. G4122F; 41,000 genes represented) [14]. 

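The scale of each array was set by 10 spike-in transcripts with 32 spots each, which were well above background in more than 50% of their spots on every array. The mean log2 signal of these transcripts, relative to its mean over the 12 arrays, was 0.10 ± 0.07 (SD, n = 3 arrays) in the non-polysomal fraction at 0 h, 0.13 ± 0.02 (SD, n = 3) in the polysomal fraction at 0 h and 0.12 ± 0.04 (SD, n = 3) in the non-polysomal fraction at 6 h. In the polysomal fraction at 6 h it was -0.35 ± 0.14 (SD, n = 3), with single arrays between -0.48 and -0.21. Subtracting these offsets added 0.50 to the M-value of every probe. The offset depended on the brightness of the spike-in transcript. The 5 transcripts with a mean log2 signal of 7.82 to 16.80 differed by -0.83 (-0.91 to -0.76) between the 6 h polysomal arrays and the other arrays, and the 5 transcripts with a mean of 18.30 to 19.06 differed by -0.09 (-0.28 to -0.02).

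After scaling, Pearson's r between arrays, computed across 40808 probes that are not independent replicates, was 0.985 to 0.992 within a group. It was 0.964 to 0.971 between the times within a fraction and 0.944 to 0.950 between the fractions within a time. Average-linkage clustering on 1 - r separated the fractions when the arrays were divided into 2 clusters and gave the 4 groups when divided into 4. The first principal component held 56.4% and the second 23.5% of the variance. Among the other ways of processing the intensities, normexp background correction of all spots, whose fit failed on 3 arrays, moved this result most, with 5 of the 12 arrays outside their group. Fitted without spots of non-uniform background, a setting chosen after the data had been seen, it left 0 outside.

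**Figure D1:**
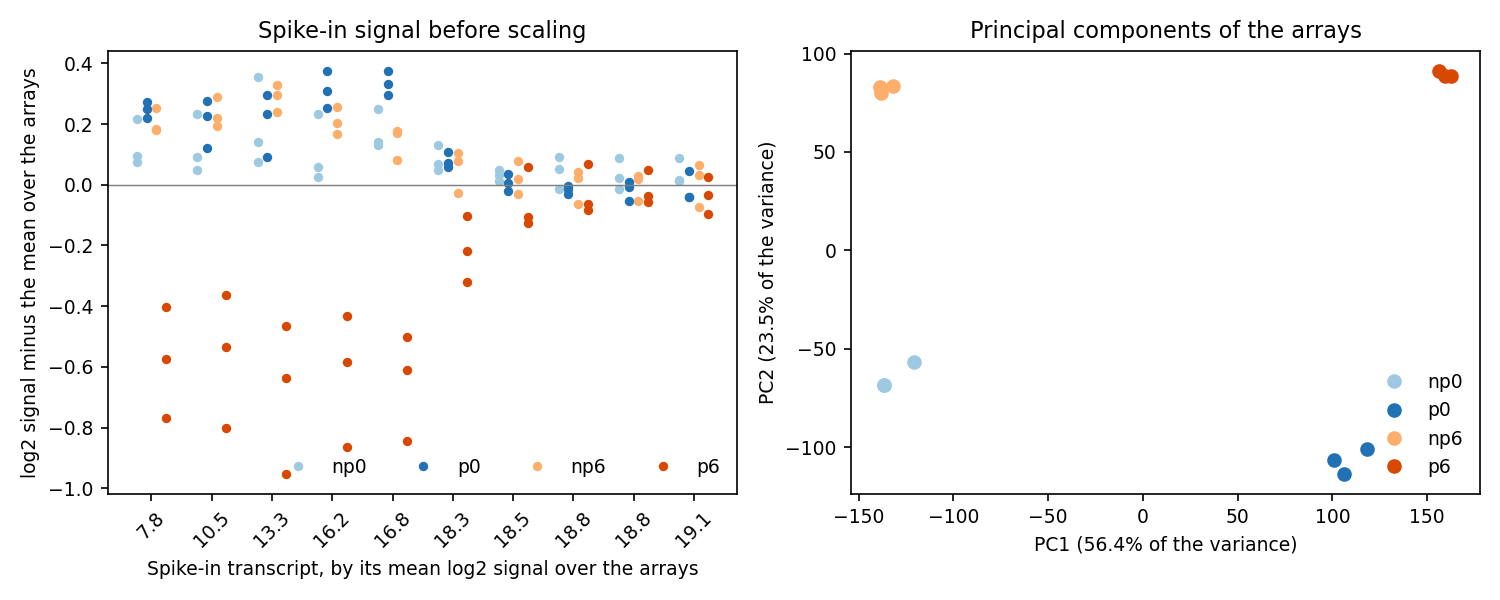
Left: log2 signal of the 10 spike-in transcripts on each group of arrays, relative to each transcript's mean over the 12 arrays, against that mean. Right: first and second principal components of the 12 arrays by group, where the points of a pair of 0 h non-polysomal arrays overlap. The dimmer transcripts lie lowest on the 6 h polysomal arrays, and the axes hold 56.4% and 23.5% of the variance.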

Expression levels were normalized to the spike values and the quality control revealed the expected clustering of fractions into polysomal and non-polysomal ones as well as clustering of time points (see methods). Data were submitted to GEO (accession number GSE29744). We identified 918 up-regulated and 20 down-regulated genes with a false discovery rate (fdr) <0.05 and with M-value (=log2(fold change)) >1. 

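An M-value above 1, a shift towards the polysomal fraction of more than 2-fold, with an adjusted p below 0.05 from limma was found for 4981 probes of 4453 genes. An M-value below -1 with the same limit on the adjusted p was found for 541 probes of 491 genes, so that 90.2% of these probes had shifted towards the polysomal fraction. When M was computed from the arrays of each replicate number alone, 4876 of the 4981 probes were positive in all 3 sets and 537 of the 541 were negative in all 3. The probes were selected on these same arrays, so the shared signs are no independent evidence. Irrespective of the size of M, 14849 probes had an adjusted p below 0.05 and 19850 an unadjusted p below 0.05. Of the probes above 1, 721 (14.5%) were not well above background on every array of any group.

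The counts depended on the scaling between arrays. A straight line fitted to the spike-ins of each array, in place of an offset, gave 26154 probes above 1 and 57 below -1. The median probe was dimmer than the dimmest spike-in transcript, so this line was extrapolated for most probes. Normexp background correction of all spots, whose fit failed on 3 arrays, gave 101 and 0. With every array scaled to its 75th percentile there were 1545 probes above 1 and 1431 below -1, and 51.9% of the calls were above 1. Quantile normalization gave 44.6% above 1. Without any scaling, a setting run after the data had been seen, there were 1190 probes above 1 and 1606 below -1. The median M-value of all probes, 0.49 with the spike-in offsets, was 0.064 with 75th percentile scaling.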

To exclude false positives from decreasing total mRNA steady state levels (relative increase in polysomal RNA versus free RNA after induction) only genes with values of p_6 _> p_0_, p_6 _> np_6_, np6 < np_0_, p_0 _< np_0 _were included in the analysis. For the present study, only genes with M-value > 2 were considered. 43 genes showed highest abundance in polysomal fractions at time point 6 h after hormonal induction and were identified as up-regulated (Table 1 and Additional file 5). 

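Among the probes with an adjusted p below 0.05, 660 had an M-value above 2, a shift of more than 4-fold. Of these, 357 probes of 350 genes also met the criteria p6 > p0, p6 > np6, np6 < np0 and p0 < np0 on the group means. The criterion np6 < np0 failed for 143 of the 660, p0 < np0 for 140, p6 > np6 for 58 and p6 > p0 for 21. A straight line through the spike-ins moved the number that met every criterion most, to 4871, and quantile normalization lowered it to 78. Without the probes that were not well above background on every array of any group, it was 185. Of these 185, 177 were among the 357, so many of the 357 rest on dim probes.

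Of the 45 transcripts in Table 1, 39 had a probe under their GenBank accession, 2 were matched by gene symbol only and 4 had no matching probe. Where an accession had several probes, the probe whose fold change in the deposited log2 values equals that of Additional file 5 to the digits printed was taken. Of the 37 up-regulated transcripts matched by accession, 36 had an M-value, from 1.12 to 4.24. It was above 2 for 33 of them, and 35 had an M-value above 1 with an adjusted p below 0.05 from limma. When adjusted over the list alone the p was below 0.05 for all 36, but the list was chosen on these arrays and is not independent evidence. All 4 criteria and M above 2 were met by 12 of the 37 probes. Taken singly, p6 > p0 held for 36, p6 > np6 for 34, np6 < np0 for 23 and p0 < np0 for 20.

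The highest M-value, 4.24 (standard error 0.26, adjusted p = 4.1e-06 from limma), belonged to CDKN1c (NM_009876), whose probe was well above background on only 1 of the 3 non-polysomal arrays at 6 h. DACT1 (NM_021532) had an M-value of 1.72 (standard error 0.75, adjusted p = 0.096 from limma), with a standard deviation of 1.38 between the 3 non-polysomal arrays at 0 h. Without 0 h non-polysomal replicate 1 it was 2.30 (adjusted p = 0.016) and without 0 h non-polysomal replicate 2 it was 0.96 (adjusted p = 0.040), and over its 26 alternatives (Dact1) the adjusted p ran from 3.2e-08 to 0.49 and was below 0.05 in 7. SNX17 (NM_153680) had the lowest M-value, 1.12 (standard error 0.11, adjusted p = 9.6e-05 from limma), which was 2.07 with an adjusted p of 0.088 when the spots marked as outliers were kept. Over its 26 alternatives (Snx17) the adjusted p ran from 5.3e-07 to 0.10.

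For 22 genes of Table 1 the array holds 28 further probes. With an adjusted p below 0.05, their M-value was above 2 for 6 and above 1 for 19, 5 of the 28 had an adjusted p of 0.05 or more, and 5 genes had no further probe above 1. From the M-values together with the criteria, which were set to exclude apparent increases from falling total mRNA, the paper identified 43 genes as up-regulated at 6 h.

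**Figure D2:**
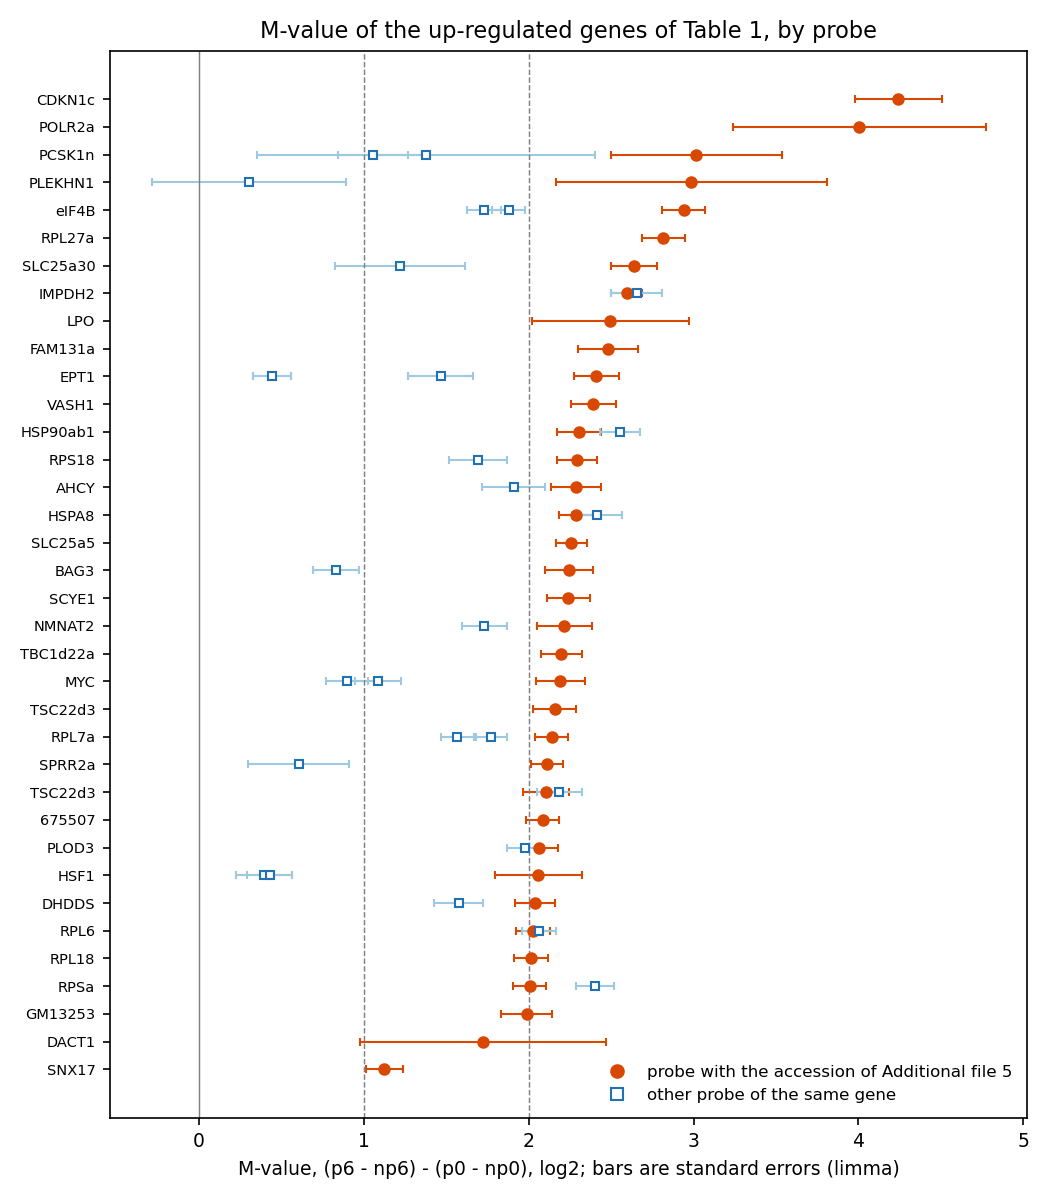
M-value on the log2 scale of the probes of Table 1 genes, with standard error bars. Filled points are the probes with the accession given in Additional file 5, open squares are other probes of these genes, and dashed lines mark M-values of 1 and 2. The filled points of up-regulated transcripts run from 1.12 to 4.24.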

Two genes were identified as down-regulated with M-values < -2, p_6 _< p_0 _and p_0 _> np_0 _(Table 1 and Additional file 5). 

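An M-value below -2 with an adjusted p below 0.05 from limma was found for 67 probes. Of these, 37 probes of 36 genes also met p6 < p0 and p0 > np0 on the group means, and 43 met p6 < p0, the criterion given in the legend of Figure 1. The probe of IFIT1 was among the 37. The Ghrelin probe of Table 1 had an M-value below -2 and p6 < p0, but its mean in the polysomal fraction at 0 h was below that in the non-polysomal fraction. On the deposited log2 values 3 probes met the criteria, among them IFIT1, and with quantile normalization 124 did.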

Determination of unchanged gene expression between (p_6_-p_0_) and (np_6_-np_0_) was based on two one-sided tests for equivalence gene-by-gene [15,16] in which a magnitude of 0.2 was chosen for the region of similarity and 27 genes fit these parameters (Figure 1).

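In a pair of one-sided tests per probe on limma's moderated standard error, the M-value was shown to lie within 0.2 of 0 for 0 probes at an adjusted p below 0.05. At an unadjusted p below 0.05 there were 13 such probes, and with the ordinary standard error of each probe there were also 0 after adjustment. The smallest adjusted p of the equivalence test was 1. The M-value itself lay within 0.2 of 0 for 6026 probes (14.6%), and its standard error had a median of 0.21. In simulated data with no change, equivalence was found for 100% of the probes when the spread between replicates was made small and for 0 probes at the spread of these arrays.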

**Table 1:** GenBank accession numbers for mRNAs that are fourfold and greater up- or down-regulated 6 hours after stimulation of adipogenesis (for further information, e

mRNAs up-regulated 6 hours after stimulation of adipogenesis	
AK087631	interferon regulatory factor 6 (*IRF6)*
NM_009089	polymerase (RNA) II (DNA directed) polypeptide A (*POLR2a)*
NM_001008233	pleckstrin homology domain containing, family N member 1 (*PLEKHN1)*
NM_013892	proprotein convertase subtilisin/kexin type 1 inhibitor (*PCSK1n)*
NM_011975	ribosomal protein L27a (*RPL27a)*
NM_145625	eukaryotic translation initiation factor 4B (*eIF4B)*
NM_011830	inosine 5'-phosphate dehydrogenase 2 (*IMPDH2)*
NM_080420	lactoperoxidase (*LPO)*
NM_175460	Nicotinamide nucleotide adenylyltransferase 2 (*NMNAT2)*
NM_011296	ribosomal protein S18 (*RPS18)*
NM_031165	heat shock protein 8 (*HSPA8)*
AK129018	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3G (*SEMA3g)*
NM_133778	family with sequence similarity 131, member A (*FAM131a)*
NM_026232	solute carrier family 25, member 30 (*SLC25a30)*
AK006075	RIKEN cDNA 4930558C23 gene (*4930558C23RIK)*
NM_007926	small inducible cytokine subfamily E, member 1 (*SCYE1)*
L32836	S-adenosylhomocysteine hydrolase (*AHCY)*
NM_177354	vasohibin 1 (*VASH1)*
NM_008302	heat shock protein 90 alpha (cytosolic), class B member 1 (*HSP90ab1)*
NM_031160	ADP-ribosylation factor-like 4D (*ARL4d)*
NM_010849	myelocytomatosis oncogene (*MYC)*
AF024519	TSC22 domain family, member 3 (*TSC22d3)*
NM_013721	ribosomal protein L7A (*RPL7a)*
AK159732	solute carrier family 25, member 30 (*SLC25a30)*
XR_002409	no description
NM_007451	solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 5 (*SLC25a5)*
NM_145476	TBC1 domain family, member 22a (*TBC1d22a)*
NM_001077364	TSC22 domain family, member 3 (*TSC22d3)*
NM_011962	procollagen-lysine, 2-oxoglutarate 5-dioxygenase 3 (*PLOD3)*
AJ250687	BCL2-associated athanogene 3 (*BAG3)*
NM_009876	cyclin-dependent kinase inhibitor 1C (P57) (*CDKN1c)*
NM_011468	small proline-rich protein 2A (*SPRR2a)*
Z49206	heat shock factor 1 (*HSF1)*
NM_001013830	no description
XM_973351	ribosomal protein S15a pseudogene (*GM13253)*
NM_009077	ribosomal protein L18 (*RPL18)*
XR_005114	predicted gene, 675507
NM_011029	ribosomal protein SA (*RPSa)*
NM_021532	dapper homolog 1, antagonist of beta-catenin (xenopus) (*DACT1)*
NM_153680	sorting nexin 17 (*SNX17)*
NM_026144	dehydrodolichyl diphosphate synthase (*DHDDS)*
NM_011290	ribosomal protein L6 (*RPL6)*
NM_027652	ethanolaminephosphotransferase 1 (*EPT1)*

**mRNAs down-regulated 6 hours after stimulation of adipogenesis**	

NM_008331	interferon-induced protein with tetratricopeptide repeats 1 (*IFIT1)*
NM_021488	ghrelin (*GHRL)*

**Figure 1:**
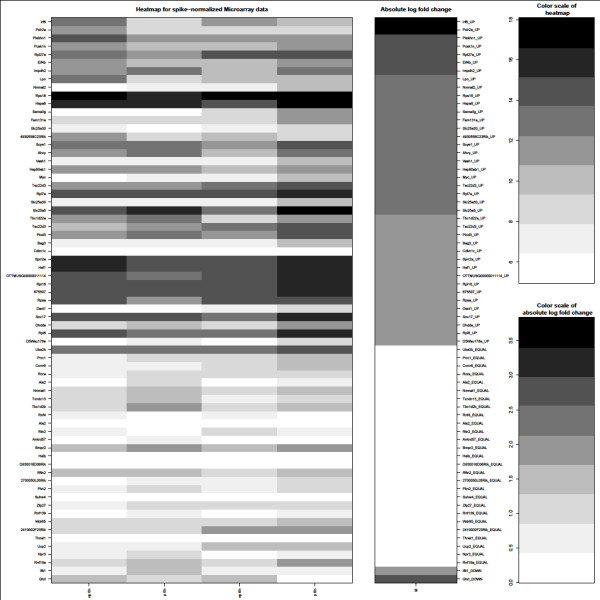
**Heatmap for spike-normalized microarray expression data**. Columns 1 to 4 show log2 expression data for polysomal (p) and non-polysomal (np) fractions at two time points (0 h and 6 h after hormonal induction). Column 5 shows log2 fold change M ((p6-np6) - (p0-np0)). Only genes with fdr <0.05 were selected. Genes were identified as up-regulated (Up; highest expression in polysomal fractions at time point 6 h after hormonal induction) with M-value > 2, p6 > p0, p6 > np6, np6 < np0, p0 < np0. Genes were identified as down regulated (Down) with M-value < -2, p6 < p0 and as neither up nor down regulated (Equal) with equivalence test parameter 'epsilon = 0,2'. High expression levels are shown in dark grey, low expression levels in white.

### Quantitative Real Time-PCR (q-PCR)

In order to assess up-regulation of genes as determined by microarray analysis, we chose three up-regulated genes (*RPL27a, eIF4B *and *IMPDH2*) and one gene with unchanged mRNA (*UBE2k/HIP2*) for target verification by q-PCR. The RNA preparation used for q-PCR was the same as the one used for Agilent 2100 Bioanalyzer-analysis. q-PCR data confirmed microarray results. *RPL27a *was up-regulated 7.4 times in microarray analysis (MA) (fdr: 2.38E-07), and 13.8 times up-regulated in q-PCR (p-value: 0.0163). *eIF4B *was 7.2 times up-regulated in MA (fdr: 4.12E-07) and 8.3 times up-regulated (p -value: 0.1423) in q-PCR. 

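On the arrays, the RPL27a probe (NM_011975) had an M-value of 2.82 (standard error 0.13, adjusted p = 1.2e-06 from limma), which is a 7.05-fold shift. Its log2 signal was 13.69 ± 0.08 (SD, n = 3 arrays) in the non-polysomal and 11.59 ± 0.12 (SD, n = 3) in the polysomal fraction at 0 h. At 6 h it was 14.02 ± 0.09 (SD, n = 3) in the non-polysomal and 14.74 ± 0.09 (SD, n = 3) in the polysomal fraction. The polysomal signal thus rose by 3.15 and the non-polysomal signal by 0.33.

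For eIF4B (NM_145625) the M-value was 2.94 (standard error 0.13, adjusted p = 1.2e-06 from limma), a 7.68-fold shift. Its log2 signal was 11.64 ± 0.05 (SD, n = 3) in the non-polysomal and 9.95 ± 0.09 (SD, n = 3) in the polysomal fraction at 0 h, and 9.74 ± 0.07 (SD, n = 3) and 10.98 ± 0.15 (SD, n = 3) at 6 h. The polysomal signal rose by 1.03 and the non-polysomal signal fell by 1.91, both by more than the spread between replicates. A pair of other eIF4B probes gave lower M-values, 1.88 and 1.73. The q-PCR measurements were not analysed here.

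**Figure D3:**
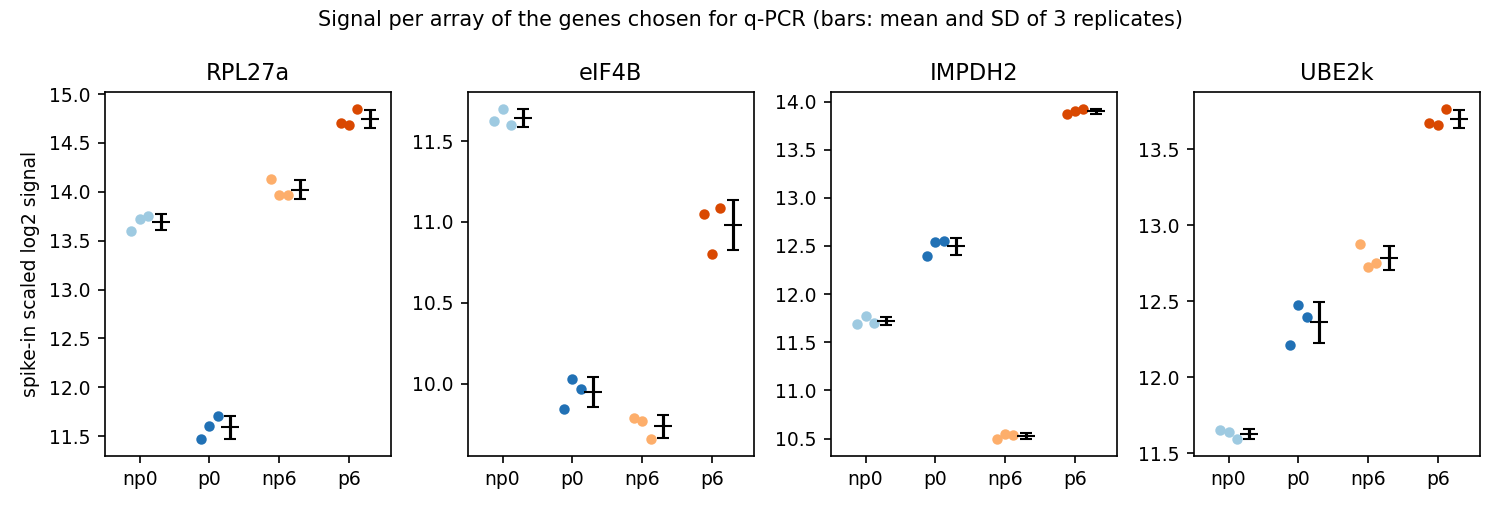
Log2 signal of the probes of RPL27a, eIF4B, IMPDH2 and UBE2k on each array, by fraction and time, with bars for the mean and standard deviation of 3 arrays. The M-values of the RPL27a and eIF4B probes are 2.82 and 2.94.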

*IMPDH2 *was 6 times up-regulated in MA (fdr: 3.26E-07) and 12.2 times up-regulated (p-value: 0.073) in q-PCR. 

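The IMPDH2 probe (NM_011830) had an M-value of 2.59 (standard error 0.094, adjusted p = 8.0e-07 from limma), or 6.04-fold. The log2 signal in the polysomal fraction rose from 12.50 ± 0.09 (SD, n = 3 arrays) at 0 h to 13.90 ± 0.03 (SD, n = 3) at 6 h. In the non-polysomal fraction it fell from 11.72 ± 0.04 (SD, n = 3) to 10.53 ± 0.03 (SD, n = 3). A second probe gave an M-value of 2.65 (standard error 0.15, adjusted p = 2.9e-06 from limma).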

*UBE2k *was neither up nor down-regulated in MA (fdr: 0.013) or q-PCR. Hence, up-regulation of three randomly chosen genes was successfully confirmed by q-PCR (Additional file 6).

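The array carries 4 probes of UBE2k (Ube2k in mouse nomenclature), with M-values of 0.18, 0.14, 0.06 and -0.21 and adjusted p of 0.24, 0.43, 0.69 and 0.61 from limma. The last of these probes was well above background on 2 of 3 arrays in both 0 h groups, and the others on all arrays. UBE2k signals rose in both fractions, by 1.23 to 1.68 on the log2 scale in the polysomal and by 1.16 to 1.88 in the non-polysomal fraction. The equivalence test within 0.2 gave unadjusted p of 0.44, 0.33, 0.12 and 0.51 from limma and an adjusted p of 1 for each probe, so equivalence was not shown at this number of arrays. With 75th percentile scaling the first 3 probes had M-values of -0.24, -0.28 and -0.36 and adjusted p of 0.019, 0.023 and 0.0012 from limma. Over 26 alternatives the adjusted p of these 3 probes was below 0.05 in 4, 4 and 3.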

### Western Blotting

To confirm up-regulation of protein levels of mRNAs identified in microarray assays and confirmed by q-PCR, 3T3-L1 cells were differentiated for 6 hours and protein levels were analyzed by Western blotting. We analyzed protein levels of the three up-regulated proteins *eIF4B, IMPDH2 *and *RPL27a *and the unchanged gene *UBE2k *in three biological replicates, each biological replicate being performed twice. Changes in protein expression were quantified by densitometry and normalized with appropriate expression data of *β*Actin (Figure 2). eIF4B and RPL27a protein levels were 1.4 fold higher (t-test, p-value < 0.05) at 0 + 6 h than at 0 h. Impdh2 and UBE2k/HIP2 showed no significant differences in protein levels between 0 h and 0+ 6 h after hormonal induction.

**Figure 2:**
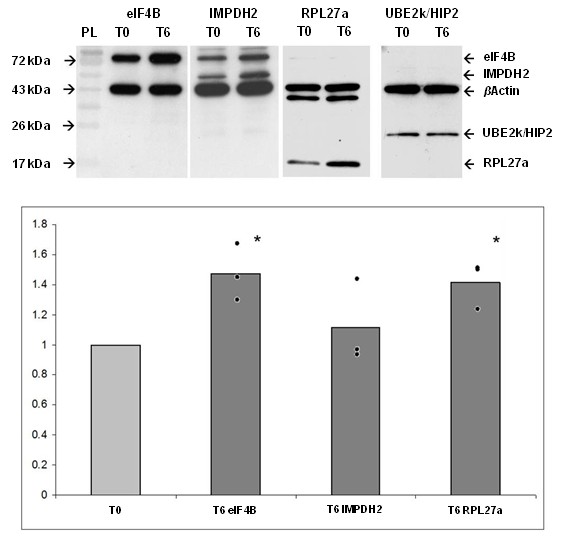
**Western blot results**. 3T3-L1 cells were differentiated with insulin, dexamethasone and IBMX. Protein was isolated from whole cell extracts 0 h (T0) and 6 h (T6) after hormonal induction. 30 μg of each sample was subjected to Western blot analysis for eIF4B, IMPDH2, RPL27a and UBE2k/HIP2 expression. Changes in protein expression were quantified by densitometry and normalized with appropriate expression data of *β*Actin. The values represent the average of three independent experiments, and the asterisk denotes a p-value < 0.05. eIF4B and RPL27a protein expression is 1.4 fold higher (p-value < 0.05) at T6 than time point T0. IMPDH2 and UBE2k/HIP2 show no significant differences in protein expression between T0 and T6.

### Cluster analysis

We used PANTHER DB to classify genes into functional groups. For 5 of the 43 up-regulated mRNAs, no function is known. 

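Among the transcription factors of Table 1, the HSF1 probe (Z49206) had an M-value of 2.06 (standard error 0.26, adjusted p = 2.6e-04 from limma), whereas a pair of further HSF1 probes gave 0.39 (adjusted p = 0.095) and 0.43 (adjusted p = 0.036), and these lay below 0 with quantile normalization. Over 26 alternatives (Hsf1) their adjusted p was below 0.05 in 6 and 11, and the first fell to 0.038 without 0 h non-polysomal replicate 1. The probes of TSC22d3 under the accessions AF024519 and NM_001077364 had M-values of 2.16 and 2.10, and both rose in each fraction. POLR2a (NM_009089), a subunit of RNA polymerase, had an M-value of 4.01 (standard error 0.77, adjusted p = 0.0026 from limma). Its non-polysomal signal varied by 1.13 (SD, n = 3 arrays) at 0 h and by 0.84 (SD, n = 3) at 6 h on the log2 scale, and without replicate 3 the adjusted p was 0.080, the highest over its 26 alternatives, of which 24 were below 0.05. The nucleotidyltransferase NMNAT2 had M-values of 2.22 and 1.73 at its 2 probes.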

The known genes code for proteins that are nucleic acid binding - either RNA or DNA - (eIF4B, HSF1, IRF6, MYC, POLR2a, RPL18, RPL27a, RPL6, RPL7a, RPS18, RPSa, TSC22d3), form part of ribosomes (RPL18, RPL27a, RPL6, RPL7a, RPS18, RPSa), act on the regulation of translation (eIF4B) or transcription (HSF1, IRF6, MYC, TSC22d3), as chaperones (BAG3, HSPA8, HSP90ab1), nucleotidyl transferase (NMNAT2, POLR2a), amino acid transporter (SLC25a5, SLC25a30), kinase inhibitor (CDKN1c), aminoacyl-tRNA synthetase (SCYE1), peroxidase (LPO), oxidoreductase (IMPDH2, LPO, PLOD3), oxygenase (PLOD3) or hydrolase (AHCY, TBC1d22a) and peptide hormone (GHRL). PANTHER informations are shown in Additional file 7.

## Discussion

We analyzed the changes in the abundance of mRNAs in free or ribosome bound fractions from velocity sedimentation during the first hours of adipogenesis in 3T3-L1 mouse cells. We identified 43 genes that were significantly increased in the polysomal fraction at T6, and two genes with lower abundance (Table 1) 6 hours after the induction of adipogenesis by administration of a hormone cocktail to the confluent cell culture. We confirmed MA data by q-PCR of three randomly chosen up-regulated genes. Finally, we analyzed protein levels of the three up-regulated genes *eIF4B, IMPDH2 *and *RPL27a *and the unchanged gene *UBE2k/HIP2 *(Figure 2). In Western blots, IMPDH2 protein levels were unchanged. It is subject to further investigation, if ribosomes on *IMPDH2 *mRNA are stalled, protein levels increase later in the course of adipogenesis or if other mechanisms are employed to keep the protein levels unchanged. eIF4B and RPL27a levels were confirmed to be up-regulated and we assume that as a general rule, changes in translational activity are predicted by changes of ribosomal association as has been demonstrated before [17].

There are several studies of transcriptional changes during adipogenesis and many factors have been identified that play an important role in this process. Burton *et al.*, 2002 identified 286 clones with a greater than fivefold deviation of expression during the first 24 hours of adipogenesis [5]. In our study, none of these factors showed changes greater than fourfold with the exception of c-Myc. 

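The array holds 3 probes of c-Myc. The probe taken for NM_010849 had an M-value of 2.19 (standard error 0.15, adjusted p = 6.5e-06 from limma), a 4.57-fold shift, and the others had 1.08 (adjusted p = 2.7e-04) and 0.90 (adjusted p = 4.3e-04). The c-Myc signal rose in both fractions at every probe, by 3.12 to 3.36 on the log2 scale in the polysomal and by 1.17 to 2.22 in the non-polysomal fraction. At the first probe the polysomal signal went from 6.15 to 9.51, with a standard deviation between replicates of 0.13 at 0 h and 0.07 at 6 h. The list of factors with which the paper compares was not used here.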

We conclude that analysis of translational activity is important for a full understanding of the processes controlling adipogenesis.

In the last few years, interest increased in the dynamics of the proteome and there is a handful of studies in man and mouse [18-24] about changes of the proteome, comparing preadipocytes and adipocytes in tissues, or later stages of adipogenesis. Here, we report changes as soon as 6 hours after hormonal induction of adipogenesis, a timepoint, at which clonal expansion of 3T3-L1 cells is induced and expression of mitotic and adipogenic genes is initiated.

3T3-L1 adipocytes are grown to confluency and upon stimulation with a hormone cocktail (insulin, dexamethasone and IBMX), post-confluent G_0 _cells reenter one to two rounds of cell-cylce called mitotic clonal expansion (MCE) [25]. It has been proposed that MCE might facilitate the DNA remodeling for the adipogenesis gene expression program [2]. As 3T3-L1 cells reenter cell cycle by passing from G_0 _to G_1 _phase, it might be expected that the translation machinery is activated after hormonal stimulation. In fact, we detected a shift of mRNAs toward the higher molecular weight polysomal fractions, mostly derived from a general activation of gene expression. 

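The M-value was above 0 for 80.8% of the probes, and the median over probes from the arrays of each replicate number alone was 0.41, 0.64 and 0.43. The signal rose between 0 h and 6 h by a median of 0.54 on the log2 scale in the polysomal fraction and by 0.04 in the non-polysomal fraction. A change of more than 2-fold with an adjusted p below 0.05 from limma was found in the polysomal fraction for 7891 probes that rose and 2061 that fell, and in the non-polysomal fraction for 3331 that rose and 3350 that fell. With 75th percentile scaling 3583 rose and 4073 fell in the polysomal fraction, and with quantile normalization 3204 rose and 3843 fell. Both remove a shift shared by all probes. Every other setting kept more rises than falls there, with 5463 and 946 on the authors' deposited values. All of these were scaled by the spike-ins, or held the authors' constants, which differed by at most 0.071 from the reversed spike-in offsets. They are therefore no independent evidence of a shift. Subtracting the spike-in offsets had itself added 0.50 to every M-value. As a measure of the mRNA content of the polysomal against the non-polysomal fraction, the median over probes of p - np was taken per replicate. It was 0.16 ± 0.07 (SD, n = 3) at 0 h and 0.69 ± 0.16 (SD, n = 3) at 6 h, a difference of 0.53. All 6 h replicates lay above all 0 h replicates (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). The difference was 0.52 on the authors' deposited values, 0.44 without dim probes and 1.67 with a straight line through the spike-ins. It was 0.11 with 75th percentile scaling and -0.0025 with quantile normalization, which take away a difference shared by all probes by construction. With normexp background correction of all spots, whose fit failed on 3 arrays, it was 3.32, and with normexp fitted without spots of non-uniform background, chosen after the data had been seen, it was 0.45.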

Expression of ribosomal proteins, ribosome assembly proteins and ribosomal RNA (rRNA) are up-regulated in mitotic active cells. Hence it is not surprising that ribosomal proteins (RP) are prominent among the up-regulated proteins (compare Table 1). Additionally, for some RPs, extraribosomal functions have been demonstrated. Many of these extraribosomal functions can be attributed to the regulation of cell cycle and for several RPs a role in cancer, promotion of cell growth or differentiation has been shown [26]. Some of these known extraribosomal functions might well explain the role of the RPs in the early phase of adipogenesis (Figure 3).

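The array holds 114 probes of 80 genes of cytosolic RPs. Their M-values had a median of 1.73, and 1.75, 1.66 and 1.79 from the arrays of each replicate number, with single probes between -0.38 and 2.87. Compared with all probes, the RP set was shifted towards the polysomal fraction (camera with an inter-gene correlation of 0.01, p = 5.2e-42). With the correlation estimated from the data (0.49) the p was 0.030, and with fry 5.8e-09. The difference between the median of the RP set and that of all probes was 1.24 with 75th percentile scaling, 1.04 with quantile normalization and 0.34 with a straight line through the spike-ins. With normexp background correction of all spots, whose fit failed on 3 arrays, it was -1.71, and with normexp fitted without spots of non-uniform background, chosen after the data had been seen, it was 1.24. At 0 h the RP signals were lower in the polysomal than in the non-polysomal fraction, with a median difference of -1.36, and at 6 h the median difference was 0.42. The median rise was 2.14 in the polysomal and 0.36 in the non-polysomal fraction.

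**Figure D4:**
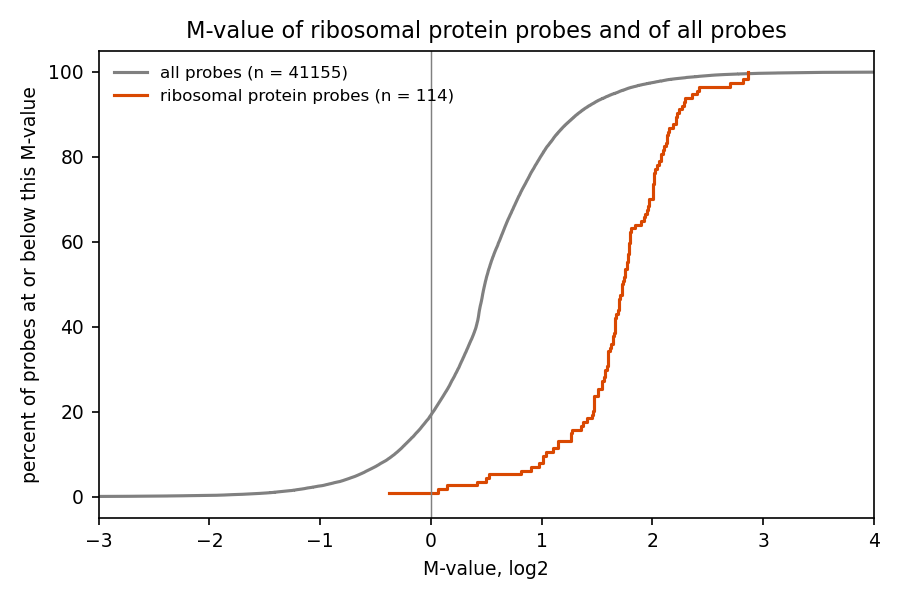
Cumulative share of probes against the M-value on the log2 scale, for the 114 RP probes and for all 41155 probes with an M-value. The RP curve lies to the right, with medians of 1.73 and 0.49.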

**Figure 3:**
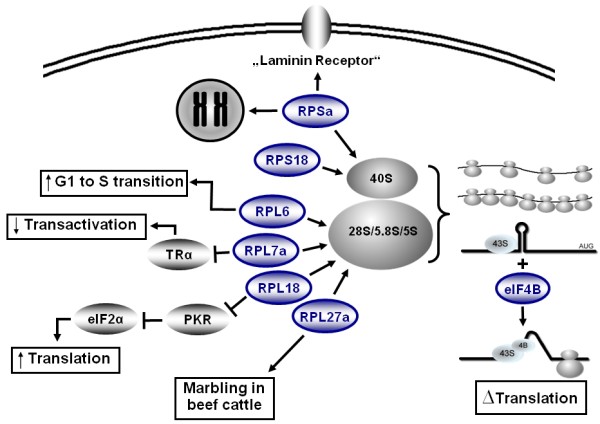
**Ribosomal and extraribosomal functions of the ribosomal proteins up-regulated in this study**. Microarray results of polysomal fractions from 3T3-L1 cell lysate (6 h after hormonal induction) show that that ribosomal proteins (RP) are prominent among the up-regulated genes. For some RPs, extraribosomal functions have been demonstrated. In the nucleus, RPSa binds to DNA by histone binding, in the cytoplasm it is associated with the 40S small ribosomal subunit and at the cell surface it acts as a receptor for various components [34]. RPL6 over-expression promotes G1 to S phase transition of gastric cancer cells and promotes cell growth [28]. RPL7a interacts with the human thyroid hormone receptor and inhibits transactivation. Hyperthyroidism favours osteosarcoma cell growth and down-regulation of RPL7a might enhance sensitivity to TR and disrupt growth control [61]. RPL18 was shown to inhibit autophosphorylation of the double-stranded RNA-activated protein kinase (PKR) and PKR mediated phosphorylation of the translation initiation factor eIF2α. Over-expression of RPL18 reduced eIF2α phosphorylation and stimulated translation of a reporter gene in vivo [31]. A polymorphism in the promoter region of the RPL27a gene was associated with meat marbling in Japanese Black beef cattle [32]. These known extraribosomal functions might be important in early adipogenesis. Additionally an enhanced amount of RPs promotes an increase in translation process of adipocyte specific genes. In the beginning of translational process, the 43S ribosomal subunit scans mRNAs for start codons. Strong secondary structures inhibit processing of the complex on the mRNAs. eIF4B increases the helicases activity of the complex and allows translation mRNAs with strong secondary structures in the 5´UTR.

*RPL6 *was initially identified as up-regulated in gastric multidrug-resistant cancer cells [27] and was shown to protect gastric cancer cells from drug-induced apoptosis. Furthermore, *RPL6 *over-expression promotes G1 to S phase transition of gastric cancer cells and promotes cell growth [28] (Figure 3). RPL7a interacts with the human thyroid hormone receptor and inhibits transactivation. Thyroid hormone signalling stimulates adipogenesis [29,30] and up-regulation of RPL7a might participate in mitotic control. RPL18 was shown to inhibit autophosphorylation of the double-stranded RNA-activated protein kinase (PKR) and PKR mediated phosphorylation of the translation initiation factor eIF2α. Over-expression of *RPL18 *reduced eIF2α phosphorylation and stimulated translation of a reporter gene *in vivo *[31]. Over-expression of *RPL18 *is thought to promote protein synthesis and cell growth through inhibition of PKR activity [31], which also might hold true for adipogenesis. A polymorphism in the promoter region of the *RPL27a *gene was associated with meat marbling (accumulation of intramuscular fat) in Japanese Black beef cattle [32]. Furthermore, RPL27a is ubiquitinated in a cell-cycle specific manner, leading to increased translational efficiency of the ribosomes [33].

RPSa, which was up-regulated in our study, was previously known as 37-kDa laminin receptor precursor/67-kDa laminin receptor (LRP/LR). It has a number of functions depending on its subcellular localisation. 

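RPSa (NM_011029) had an M-value of 2.01 (standard error 0.10, adjusted p = 1.6e-06 from limma). Its log2 signal in the polysomal fraction rose from 12.06 ± 0.08 (SD, n = 3 arrays) to 14.47 ± 0.07 (SD, n = 3), and that in the non-polysomal fraction went from 14.17 ± 0.05 (SD, n = 3) to 14.57 ± 0.04 (SD, n = 3). A second RPSa probe gave 2.40 (standard error 0.12, adjusted p = 1.4e-06 from limma).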

In the nucleus, RPSa binds to DNA by histone binding, in the cytoplasm it is associated with the 40S small ribosomal subunit and at the cell surface it acts as a receptor for various components [34]. It confers an anti-obesity effect when stimulated by the green tea catechin EGCG [35]. Interestingly, RPSa inhibits insulin stimulation of 3T3-L1 mitogenesis and EGCG inhibited differentiation of preadipocytes to adipocytes [36].

Most of the RPs up-regulated immediately after hormonal induction were shown to stimulate cell cycle which is concordant with the fact that 3T3-L1 cells undergo mitosis after stimulation. Translational control allows for rapid changes of protein redundancy and it may be speculated that proteins that initiate MCE and reprogramming of gene expression are regulated at the translational level. Therefore we suggest that the rapid increase of L6, L7a, L18, L27a, Sa, and S18 may reflect their importance of adipogenesis control in 3T3-L1 cells.

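Apart from L27a and Sa, the M-values of the probes in Table 1 were 2.29 for S18 (NM_011296), 2.14 for L7a (NM_013721), 2.03 for L6 (NM_011290) and 2.01 for L18 (NM_009077). Their standard errors were between 0.097 and 0.12 and their adjusted p between 1.2e-06 and 1.9e-06 from limma. Further probes gave 1.69 for S18, 1.77 and 1.57 for L7a and 2.06 for L6. The polysomal signal of the probes in Table 1 rose by 2.59 for S18, 2.07 for L7a, 1.91 for L6 and 2.05 for L18, and the non-polysomal signal changed by 0.30, -0.06, -0.11 and 0.04.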

Higher translation rates require transport of amino acids, and we detected up-regulation of the amino acid transporters SLC25a5 and SLC25a30. 

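The SLC25a5 probe (NM_007451) had an M-value of 2.26 (standard error 0.095, adjusted p = 1.2e-06 from limma), with a rise of 1.25 in the polysomal fraction and a non-polysomal signal that fell by 1.01. SLC25a30 (NM_026232) had an M-value of 2.64 (standard error 0.14, adjusted p = 1.9e-06 from limma), with changes of 2.41 and -0.23. A dimmer SLC25a30 probe gave 1.22 (standard error 0.40, adjusted p = 0.038 from limma). Its adjusted p was 0.20 without replicate 2 and 0.076 without 0 h polysomal replicate 3, and over 26 alternatives (Slc25a30) it was below 0.05 in 13. With the replicate number as a block it was above 0.05.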

Higher translation rates also lead to increased misfolding of nascent polypeptide chains. Up-regulation of chaperones in translation promoting conditions has been described before and was also observed in our study (BAG3, HSPA8, HSP90ab1).

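BAG3 was measured by a probe for AJ250687 with an M-value of 2.24 (standard error 0.15, adjusted p = 5.5e-06 from limma) and by a brighter probe with 0.83 (standard error 0.14, adjusted p = 0.0012 from limma). The signal of both rose in the polysomal fraction, by 2.70 and 2.91, and in the non-polysomal fraction by 0.46 and 2.08. HSPA8 had M-values of 2.29 and 2.41 at its probes and HSP90ab1 had 2.31 and 2.55. For these chaperones the non-polysomal signal fell by 0.56 to 0.65 and by 1.80 to 2.16, and the polysomal signal rose by 1.64 to 1.86 and by 0.14 to 0.76, respectively.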

The PI3K-AKT-mTOR pathway, which is stimulated by insulin, has been identified to be essential for many cellular processes (reviewed in [37]). mTORC1 is a protein complex containing mTOR (mammalian target of rapamycin) and raptor. mTORC1 activates S6K1, a kinase that promotes protein synthesis and cell growth by phosphorylation of multiple substrates including components of translation initiation or elongation such as ribosomal protein S6, eIF4B and eukaryotic elongation factor 2 kinase [38]. One target of this pathway is eIF4B (Figure 4) (reviewed in [39]). It was suggested that phosphorylation of eIF4B by S6 kinases, which are regulated by mTOR, stimulates its function. Indeed, this phosphorylation event favors recruitment of eIF4B into complexes with eIF3, which promotes the recruitment of ribosomes to the 5´end of the message (reviewed in [40]). eIF4B, which was up-regulated in our study, stimulates the RNA helicase activity of eIF4A in unwinding secondary structures in the 5´-untranslated regions (5´-UTR) of mRNAs [41,42]. By knock-down of eIF4B, selective reduction of translation was observed for mRNAs harboring strong to moderate secondary structures in their 5´-UTRs. These mRNAs code for proteins that function in cell proliferation (e.g. CDC25C, c-MYC) or cell survival (e.g. BCL-2). Silencing of *eIF4B *also leads to decreased proliferation rates and caspase-dependent apoptosis: eIF4B is required for cell proliferation and survival by regulating the translation of proliferative and prosurvival mRNAs [43]. PPARγ expression is stimulated in response to mTORC1 [44]. PPARγ is a key adipogenic factor and exogenous expression is sufficient to induce adipogenesis. Zhang *et al*., 2009 discuss the possibility that AKT and mTORC1 facilitate adipogenesis by up-regulation of PPARγ via regulation of FOXO1 [44]. However, they do not discuss the activation of eIF4B upon mTORC1 activation with subsequent changes in the preference of ribosomes for certain mRNAs. We think that regulation of C/EBPα could possibly be explained by up-regulation of eIF4b activity, as members of the C/EBP family are regulated at the translational level (Figure 4).

**Figure 4:**
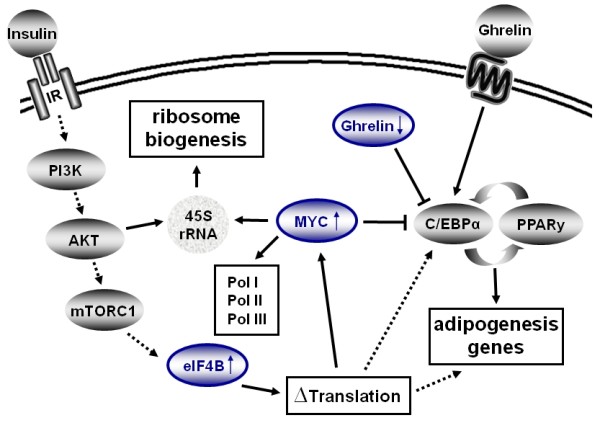
**Schematic overview of the pathway controlling translational changes in adipogenesis**. The PI3K/AKT/mTORC1 pathway, which is stimulated by insulin, leads to activation of eIF4B, which changes preferences in translation activity [38]. Regulation of C/EBPα could possibly be explained by up-regulation of eIF4b activity, as members of the C/EBP family are regulated at the translational level (dashed line). Additionally an increase in translation of adipogenesis genes mediated by eIF4B is thinkable (dashed line). c-MYC over-expression in cycling cells has been reported to block exit from the cell cycle, accelerate cell division, and increase cell size (reviewed in [45]). When c-MYC levels are high, 3T3-L1 adipoblasts are locked in a proliferation-competent state and normal differentiation can not be activated. Persisting high levels of c-MYC can inhibit the expression of genes that promote adipogenesis namely C/EBPα and PPARγ2 and therefore prevent terminal differentiation of preadipocytes to mature adipocytes [46,47]. c-MYC is an important regulator of ribogenesis, as it activates Pol I, Pol II and Pol III [49]. As a supplement in media, Ghrelin promotes the proliferation and differentiation of 3T3-L1 preadipocytes by increasing the mRNA levels of PPARγ and C/EBPα [52]. Ghrelin mRNA over-expressing 3T3-L1 cells, on the other hand, demonstrated significantly attenuated differentiation of preadipocytes into adipocytes [53]. Down-regulation of Ghrelin levels in the early phase of adipogenesis fits the known facts indicating a role of decreased endogenous Ghrelin levels in promoting adipogenesis).

Microarray results of polysomal fractions from 3T3-L1 cell lysate (6 h after hormonal induction) show up-regulation of eIF4B and MYC (arrow head on top) and down-regulation of Ghrelin (arrow head below). IR, insulin receptor; Pol I/II/III, RNA polymerase I/II/III

*c-MYC *over-expression in cycling cells has been reported to block exit from the cell cycle, accelerate cell division, and increase cell size (reviewed in [45]). When c-MYC levels are high, 3T3-L1 adipoblasts are locked in a proliferation-competent state and normal differentiation can not be activated. Persisting high levels of c-MYC can inhibit the expression of genes that promote adipogenesis namely *C/EBPα *and *PPARγ2 *and therefore prevent terminal differentiation of preadipocytes to mature adipocytes [46,47]. In microarray analysis, *c-MYC *was up-regulated in 3T3-L1 cells several hours after hormonal induction in a study by Burton *et al.*, 2002 [5] and at day 2 of differentiation in a study by Kim *et al.*, 2007 [48]. c-MYC is an important regulator of ribogenesis, as it activates Pol I, Pol II and Pol III leading to activation of expression of rRNA, tRNA, ribosomal proteins, initiation factors of translation and other cell cycle relevant genes [49]. Therefore, c-MYC activation might be important for activation of the translation apparatus at the entry of 3T3-L1 cells into G_1_.

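The IFIT1 probe (NM_008331) had an M-value of -2.38 (standard error 0.14, adjusted p = 3.7e-06 from limma), a 5.21-fold shift away from the polysomal fraction. Its log2 signal at 0 h was 7.14 ± 0.12 (SD, n = 3 arrays) in the non-polysomal and 9.49 ± 0.16 (SD, n = 3) in the polysomal fraction. At 6 h the signals were 6.18 ± 0.09 (SD, n = 3) and 6.15 ± 0.07 (SD, n = 3). The polysomal signal thus fell by 3.34 and the non-polysomal signal by 0.96. With normexp background correction of all spots, whose fit failed on 3 arrays, the M-value was 0.26, and with normexp fitted without spots of non-uniform background, chosen after the data had been seen, it was -1.78. A further member of the IFIT family, IFIT3b, had an M-value of -2.16 (standard error 0.14, adjusted p = 4.8e-06 from limma). It was also among the probes that met the criteria of the down-regulated list. IFIT3 and IFIT2 fell in both fractions. IFIT3 had an M-value of -1.87 (standard error 0.15, adjusted p = 1.9e-05 from limma), and IFIT2 had -0.78 (standard error 0.22, adjusted p = 0.022 from limma), which was 0.14 with a straight line through the spike-ins. Over 26 alternatives (Ifit2) its adjusted p was below 0.05 in 20, and without replicate 1 it was 0.16. A second IFIT2 probe was not well above background in the non-polysomal fraction at 6 h.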

In our study, two genes were down-regulated: *IFIT1 *and ghrelin/obestatin prepropeptide (referred to as Ghrelin). The members of the *IFIT *gene family are silent in most cell types, but are activated by e.g. interferons [50]. IFIT proteins are considered silencers of translation and down-regulation might be another factor of translation stimulation.

Ghrelin has been described as a pro-adipogenic factor released by the gut and is involved in control of food intake, energy metabolism and cytokine secretion (reviewed in [51]). Treatment of 3T3-L1 preadipocytes with Ghrelin significantly increases the mRNA levels of *c-MYC*, and induces the transition from G1 to S [52]. As a supplement in media, Ghrelin promotes the proliferation and differentiation of 3T3-L1 preadipocytes by increasing the mRNA levels of *PPARγ *and *C/EBPα *[52] (Figure 4). Ghrelin mRNA over-expressing 3T3-L1 cells, on the other hand, demonstrated significantly attenuated differentiation of preadipocytes into adipocytes [53]. In the recent study we found Ghrelin ~ 6 times down-regulated in polysomal fractions of 3T3-L1 cells six hours after hormonal induction. 

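The Ghrelin probe of Table 1 (NM_021488) had an M-value of -4.25 (standard error 0.51, adjusted p = 1.7e-04 from limma), a 19.1-fold shift away from the polysomal fraction. Its log2 signal in the polysomal fraction fell from 9.01 ± 0.66 (SD, n = 3 arrays) at 0 h to 4.11 ± 0.30 (SD, n = 3) at 6 h, where 2 of the 3 arrays were well above background. In the non-polysomal fraction it was 10.58 ± 0.52 (SD, n = 3) at 0 h and 9.95 ± 0.33 (SD, n = 3) at 6 h. On the deposited log2 values, which keep the background, the polysomal change divided by the non-polysomal change was 0.158, against 0.052 on the background-subtracted values. A second Ghrelin probe had an M-value of -0.62 (standard error 0.57, adjusted p = 0.40 from limma) but was well above background on only 2 of the 12 arrays.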

Down-regulation of Ghrelin levels in the early phase of adipogenesis fits the known facts indicating a role of decreased endogenous Ghrelin levels in promoting adipogenesis.

## Conclusions

We have analyzed changes in translational control at 6 hours after induction of adipogenesis in 3T3-L1 preadipocytes and detected 43 translationally up-regulated and two down-regulated mRNAs with a minimal change of 4 fold. The alternatively regulated mRNAs play roles in cell cycle control, control of transcription, control of translation, energy supply, protein folding, amino acid transport and other cellular processes. 

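By gene, 73 of the 80 RP genes had a probe with an M-value above 1 and an adjusted p below 0.05 from limma, and 29 had one above 2. By probe these numbers were 104 and 34 of the 114. The adjusted p was below 0.05 for 110 RP probes over all probes and for 110 when adjusted over the list alone. The list of 350 genes with M above 2 that met all ordering criteria held 8 RP genes, 10% of the set against 1.06% of the other genes on the array (Fisher's exact test, two-sided, p = 2.6e-06). RP genes are not independent of each other. With 75th percentile scaling the median M-value of the RP probes was 1.31.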

A large number of RPs is up-regulated in the first hours of adipogenesis. Many RPs play a special role in cell cycle regulation and expression control of genes and mRNAs that are required for the differentiation process. Most of the nucleic acid binding factors we detected bind to RNA and play a role for ribosome function or translation control. We conclude that after stimulation of adipogenesis, translation control changes and forms a new layer of control which might be, at least in part, self-regulating. The changes in translation might come from changed properties of ribosomes in response to hormonal stimulation and from increased eIF4b activity. Further analysis of how protein levels of adipogenic genes are controlled will deepen our understanding of the complex steps during the initiation of adipogenesis and help further to develop strategies to inhibit fat cell accumulation.

## Methods

### Cells

3T3-L1 cells were ordered from HPACC and cultured in Dulbecco's modified Eagle's medium (DMEM; PAN) supplemented with 10% newborn bovine serum (c·c·pro), 25 mM HEPES (PAN) and 1% antibiotics (Penicillin/Streptomycin, c·c·pro) in 5% CO_2 _at 37°C. Absence of Mycoplasm was assessed by DAPI method on a regular basis. For differentiation, 3T3-L1 cells were cultured to confluence (day −2) and exposed to the differentiation mixture (DMEM, 10% fetal bovine serum, 25 mM HEPES, 1% antibiotics, 0.5 mM isobutylmethylxanthine, 1 μM dexamethasone, 5 μg/ml insulin; all from Sigma) two days later (day 0). After 48 hrs, medium was replaced by DMEM containing 10% fetal bovine serum, 25 mM HEPES, 1% antibiotics and 5 μg/ml insulin. At day 5, this medium was changed to medium without insulin and replaced at day 7 by fresh medium. The success of adipogenesis was proved by Oil Red O (Sigma) staining (Additional file 1) and analysis of mRNA steady state levels of well known adipogenesis factors (*C/EBPβ *and *PPARγ*) with q-PCR (Power SYBR® Green PCR Master Mix, ABI) [13], normalized with *β*Actin. Three biological replicates were used for further analysis (Additional file 2).

### Velocity sedimentation and polysome analysis

3T3-L1 cells were harvested at day 0 (T0, without hormonal induction) and 6 h after hormonal induction (T6). Cells were lysed mechanically in polysome buffer (300 mM KCl, 5 mM MgCl2, 10 mM PIPES pH 7.4), 0.5% NP40, 12U RNase Inhibitor (Roche) and 100 ng/ml Cycloheximide (Sigma). To separate polysomal RNA from non-polysomal RNA, linear sucrose gradients were built from polysome buffer with 0% to 50% sucrose concentration. Stability of linear gradients was proved with a refractometer (Type MHRB 90; Müller). Cell lysate was cooled on ice and layered onto gradients which were subjected to centrifugation at 37,500 rpm (28,000 × g) in a SW40 rotor (Beckmann Optima™ L Preparative Ultracentrifuge) at 4°C for 120 min. 13 fractions of 1 ml were collected from the top of the gradient. From 600 μl of each fraction RNA was isolated and the ratio of 28S to 18S rRNA was measured to obtain the polysome profile on Agilent 2100 Bioanalyzer [10]. Based on the polysome profile, 200 μl of each selected gradient fraction were used for pooling of samples into polysomal/non-polysomal parts (Additional file 4). An appropriate amount of viral RNA (One Color Spike-In Kit; Agilent Technologies; Cat. No. 5188-5279) for 1 μg of test-RNA was added to allow for the comparison of relative RNA amounts in later analysis. Total RNA was extracted by using the Trizol Reagent (Invitrogen). Subsequently to RNA isolation, a DNase I digest was performed. RNA were checked for quantity, purity and integrity of the 18S and 28S ribosomal bands by capillary electrophoresis using the Agilent 2100 bioanalyzer and the NanoDropND-1000 UV-VIS Spectrophotometer version 3.2.1.

### Microarray analysis

Microarrays were done using the "Low RNA Input linear Amplification Kit Plus, One Color" protocol (Agilent Technologies, Inc. 2007; Cat. N°: 5188-5339) following the manufacturer's standard protocol. Global gene expression analysis was applied in triplicates using mouse expression arrays (Agilent Technologies; Cat. No. G4122F; 41,000 genes represented). Quantity and efficiency of the labeled amplified cRNA were determined using the NanoDrop ND-1000 UV-VIS Spectrophotometer version 3.2.1. The hybridizations were performed for 17 hours at 10 rpm and 65°C in the Hybridization Oven (Agilent). Washing and staining of the arrays were done according to the manufacturer's recommendation. Cy3 intensities were detected by one-color scanning using an Agilent DNA microarray scanner (G2505B) at 5 micron resolution. Scanned image files were visually inspected for artefacts and then analyzed [14].

### Statistics

Total translation activity was calculated comparing mRNA content of free mRNA fractions versus polysomal fractions using one-sided t-test.

For MA analysis, quality control, normalisation and analysis of differentially expressed genes was performed using the software R [54]. The first step of microarray analysis focused on quality control including correlation investigation, hierarchical clustering and principal component analysis. Normalisation was based on the spike-ins, relating expression data to their respective values while preserving the range of data. 

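The deposited log2 values show the form of this step. On each array they differ from the log2 median pixel intensity by a constant that is the same for every probe. The constant was between 0.23 and 0.41 on the polysomal arrays at 6 h and between -0.17 and -0.02 on the others. It differed by at most 0.071 from the offset with reversed sign of the 10 spike-in transcripts described for the quality control. Background intensity was not subtracted before the shift. How the authors set the constant from the spike-ins is not visible in the values.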

With regard to differential expression we were interested in significant differences between the time group fold changes of the polysomal (p_6_-p_0_) and non-polysomal (np_6_-np_0 _) fraction, where p_6 _(p_0_) denotes the log2 signal intensity of polysomal RNA at day 0 + 6 h (+0 h), and analogously np marks the non-polysomal fraction. To detect those differences the empirical Bayes statistic of the limma package [55] was applied implying amoderated gene-by-gene t-test followed by p-value adjustment via multiple testing correction according to the Benjamini-Hochberg method [56]. Clustering of the expression profiles as well as sorting into functional and structural groups was done with PantherDB [57]. Information about candidate genes was collected in PubMed searches. Data were submitted to GEO (accession number GSE29744).

### Quantitative Real Time-PCR (q-PCR)

RNA (300 ng/20 μl) was reverse-transcribed using the High Capacity cDNA Reverse Transcription Kit (ABI). 1 μl of the RT reaction mixture was used for quantitative PCR. Primers to amplify *eIF4B, IMPDH2, RPL27a, UBE2k/HIP2, UCP2 *and *β*Actin were purchased from Sigma Aldrich. q-PCRs were performed with 2x Power Sybr Green Mastermix (ABI) and Mx4000™ Multiplex Quantitative PCR System (Stratagene), all samples were assayed in triplicate. Data was analysed using the ΔΔC_T _method with normalizers *HIP2, UCP2 *and *βActin *[58]. The resulting ΔΔC_T _values per replicate are interpretable as the aforementioned fold change of time ratios between fraction groups. One sample t-tests were conducted per gene to test whether the mean of the replicates differs significantly from zero. Above that an analysis of variance was applied to a linear model of the ΔC_T _values to treat influences of time and fraction groups separately [59] (Additional file 6).

### Western Blotting

Total protein from 3T3-L1 cells at time points T0 and T6 was extracted with protein extraction buffer (50 mM NaF, 50 mM Tris HCl, 5 mM NaPPi, 150 mM NaCl, 1% NP-40, 1 mM Na3VO4 and 1 mM EDTA). For each sample, 30 μg protein was denatured in Laemmli Buffer for 5 min at 95°C. Proteins were separated by SDS-PAGE and transferred to PVDF membrane (Millipore) using a tank blot system (Bio-Rad). The membrane was blocked for 1 h in blocking buffer (5% skim milk powder in PBS). After washing three times for 15 min in PBS, the membrane was incubated for 30 min at room temperature with polyclonal antibody against *β*Actin (ab75186; Abcam) in a dilution 1:15,000 in milk (PBS, 2% skim milk powder, 10% fetal bovine serum). The membrane was washed again and incubated with either polyclonal antibodies against eIF4B (ab59300, 1: 2,000), IMPDH2 (ab75790, 1:1,000), UBE2k/HIP2 (ab82950, 1:1,000) or RPL27a (ab74731, 1:1,300) over night at 4°C and afterwards 1 h at room temperature. Goat polyclonal anti-rabbit IgG conjugated with horseradish peroxidase (ab6721, Abcam) was added to the membrane after washing and incubated for 90 min at room temperature. Washed membrane was incubated in Luminata Classico Chemiluminescence Detection Reagent (Millipore) for 2 min and exposed to photo film (ECL, Amersham Biosciences). Changes in protein expression were quantified by densitometry with Image J and normalized with appropriate expression data of *β*Actin. For each of the three biological and two technical replicates per gene the normalized value for time point 6 was related to the one of time point 0. The resulting three ratios per technical replicate were averaged leading to one value per biological replicate. As the Image J measurement itself was additionally repeated threefold, the aforementioned procedure was applied three times and the mean was taken per biological replicate which finally lead to one averaged value per biological replicate. One sample t-tests were conducted per gene to test whether the mean of those 3 values differs significantly from one (Figure 2).

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

CF-D performed most of the experimental part including cell culture, RNA isolation, gradients, qPCR, Western blotting and writing of the manuscript. SvdH did statistical analysis under supervision of TB. OL did cell culture and established gradients. GS developed the spike-in strategy used in this project. BB co-developed the strategy. TB participated in the planning of MA, spike-ins, and developed the strategy for the statistical analysis of the MA data. BGB developed the project, supervised the practical part, coordinated the project and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Microscopical control of adipogenesis**. In comparison to the fibroblastic phenotype of 3T3-L1 preadipocytes (left picture), mature adipocytes´ phenotype (right picture) is round and cells accumulate lipid droplets in the cytoplasm. 3T3-L1 cells two days before hormonal induction (left picture) were stained with *Coomassie blue*. Cells nine days after hormonal induction (right picture) were stained with *Oil Red O *(400× magnification). Click here for file

Additional file 2 **Molecular control of adipogenesis**. Analysis of mRNA steady state levels of *C/EBPβ *(empty boxes) and *PPARγ *(filled boxes) by means of q-PCR in total RNA at time points 0, 0 + 6 h and 9 days. Ct-values were calibrated to day 0, normalized with *β*Actin, (mean of 3 experiments with 3 replicates each, n = 9). *C/EBPβ *was up-regulated 3times at 0 + 6 h and back to base levels at day 9. *PPARγ *was up-regulated at day 9, no significant change of mRNA steady state levels were detected at day 0 + 6 h. Standard deviations are shown by error bars. Click here for file

Additional file 3 **Control of stability of gradients**. Stability of 14 linear gradients was proved with a refractometer. Gradient fractions were collected from top of gradient and percentage of sucrose content was measured. Standard deviations are shown by error bars. Click here for file

Additional file 4 **Sucrose gradient analysis**. Polysomal RNA (28S/18S ratio ~ 2) was separated from non-polysomal RNA (28S/18S ratio ≠2) by sucrose gradient centrifugation. Ratio of 18S and 28S rRNA was measured to obtain the polysome profile on Agilent 2100 Bioanalyzer. Fractions 5 to 7 contain non-polysomal RNA and fractions 9 to 11 polysomal RNA. Click here for file

Additional file 5 **Further information to Table **1. Gene functions, GenBank accession numbers and fold change for mRNAs that are fourfold and greater up- or down-regulated 6 hours after stimulation of adipogenesis. Click here for file

Additional file 6 **Heatmap forhousekeeper-normalized PCR data**. Column 1 to 4 shows housekeeper-normalized values for polysomal (p) and non-polysomal (np) fractions at two time points (0 h and 6 h after hormonal induction). Column 5 shows fraction to time ratio (log; (p_6_-np_6_) - (p_0_-np_0_)). Click here for file

Additional file 7 **Results of Cluster analysis by PANTHER DB**. This Table contains the name of the PANTHER classification category, the genes that map to the respective category, the expected number of genes in the respective category based on the reference genome, plus or minus signs indicating over- or under-representation of the respective category in the experiment and finally the p-values determined by the binomial statistic according to [60]. Click here for file

## References

[B1] SpaldingKLArnerEWestermarkPOBernardSBuchholzBABergmannOBlomqvistLHoffstedtJNäslundEBrittonTConchaHHassanMRydénMFrisénJArnerPDynamics of fat cell turnover in humansNature20084537837871845413610.1038/nature06902

[B2] MacDougaldOALaneMDTranscriptional regulation of gene expression during adipocyte differentiationAnnu Rev Biochem199564345373757448610.1146/annurev.bi.64.070195.002021

[B3] MishraAZhuXGeKChengS-YAdipogenesis is differentially impaired by thyroid hormone receptor mutant isoformsJ Mol Endocrinol2010442472552008098510.1677/JME-09-0137PMC3464097

[B4] PoulosSPDodsonMVHausmanGJCell line models for differentiation: preadipocytes and adipocytesExp Biol Med20102351185119310.1258/ebm.2010.01006320864461

[B5] BurtonGRGuanYNagarajanRMcGeheeREJrMicroarray analysis of gene expression during early adipocyte differentiationGene200229321311213794010.1016/s0378-1119(02)00726-6

[B6] RosenEDHsuC-HWangXSakaiSFreemanMWGonzalezFJSpiegelmanBMC/EBPalpha induces adipogenesis through PPARgamma: a unified pathwayGenes Dev20021622261178244110.1101/gad.948702PMC155311

[B7] CalkhovenCFMüllerCLeutzATranslational control of C/EBPalpha and C/EBPbeta isoform expressionGenes Dev2000141920193210921906PMC316813

[B8] KawagishiHWakohTUnoHMaruyamaMMoriyaAMorikawaSOkanoHSherrCJTakagiMSugimotoMHzf regulates adipogenesis through translational control of C/EBP[alpha]EMBO J200827148114901841838710.1038/emboj.2008.76PMC2396393

[B9] MelamedDAravaYGenome-wide analysis of mRNA polysomal profiles with spotted DNA microarraysMeth Enzymol20074311772011792323610.1016/S0076-6879(07)31010-0

[B10] ParentRBerettaLTranslational control plays a prominent role in the hepatocytic differentiation of HepaRG liver progenitor cellsGenome Biol20089R191822153510.1186/gb-2008-9-1-r19PMC2395229

[B11] MelamedDEliyahuEAravaYExploring translation regulation by global analysis of ribosomal associationMethods2009483013051942680510.1016/j.ymeth.2009.04.020

[B12] CarlageTHincapieMZangLLyubarskayaYMaddenHMhatreRHancockWSProteomic profiling of a high-producing Chinese hamster ovary cell cultureAnal Chem200981735773621966346810.1021/ac900792z

[B13] BezyOVernochetCGestaSFarmerSRKahnCRTRB3 blocks adipocyte differentiation through the inhibition of C/EBPbeta transcriptional activityMol Cell Biol200727681868311764639210.1128/MCB.00375-07PMC2099230

[B14] OpitzLSalinas-RiesterGGradeMJungKJoPEmonsGGhadimiBMBeissbarthTGaedckeJImpact of RNA degradation on gene expression profilingBMC Med Genomics20103362069606210.1186/1755-8794-3-36PMC2927474

[B15] SchuirmannDOn hypothesis testing to determine if the mean of a normal distribution is contained in a known interval198137617

[B16] WestlakeWBioequivalence testing - a need to rethink198137589594

[B17] MikulitsWPradet-BaladeBHabermannBBeugHGarcia-SanzJAMüllnerEWIsolation of translationally controlled mRNAs by differential screeningFASEB J200014164116521092899910.1096/fj.14.11.1641

[B18] KheterpalIKuGColemanLYuGPtitsynAAFloydZEGimbleJMProteome of Human Subcutaneous Adipose Tissue Stromal Vascular Fraction Cells versus Mature Adipocytes Based on DIGEJ Proteome Res201110151915272126130210.1021/pr100887rPMC3070065

[B19] WelshGIGriffithsMRWebsterKJPageMJTavaréJMProteome analysis of adipogenesisProteomics20044104210511504898510.1002/pmic.200300675

[B20] LeeH-KLeeB-HParkS-AKimC-WThe proteomic analysis of an adipocyte differentiated from human mesenchymal stem cells using two-dimensional gel electrophoresisProteomics20066122312291642193310.1002/pmic.200500385

[B21] ChoiK-LWangYTseCALamKSLCooperGJSXuAProteomic analysis of adipocyte differentiation: Evidence that alpha2 macroglobulin is involved in the adipose conversion of 3T3 L1 preadipocytesProteomics20044184018481517415010.1002/pmic.200300697

[B22] AdachiJKumarCZhangYMannMIn-depth analysis of the adipocyte proteome by mass spectrometry and bioinformaticsMol Cell Proteomics20076125712731740938210.1074/mcp.M600476-MCP200

[B23] NewtonBWColognaSMMoyaCRussellDHRussellWKJayaramanAProteomic Analysis of 3T3-L1 Adipocyte Mitochondria during Differentiation and EnlargementJournal of Proteome Research201110.1021/pr200491h21815628

[B24] MolinaHYangYRuchTKimJ-WMortensenPOttoTNalliATangQ-QLaneMDChaerkadyRPandeyATemporal profiling of the adipocyte proteome during differentiation using a five-plex SILAC based strategyJ Proteome Res2009848581894724910.1021/pr800650rPMC2642533

[B25] QiuZWeiYChenNJiangMWuJLiaoKDNA synthesis and mitotic clonal expansion is not a required step for 3T3-L1 preadipocyte differentiation into adipocytesJ Biol Chem200127611988119951127897410.1074/jbc.M011729200

[B26] LaiM-DXuJRibosomal Proteins and Colorectal CancerCurr Genomics2007843491864562310.2174/138920207780076938PMC2474683

[B27] DuJShiYPanYJinXLiuCLiuNHanQLuYQiaoTFanDRegulation of multidrug resistance by ribosomal protein l6 in gastric cancer cellsCancer Biol Ther200542422471584606810.4161/cbt.4.2.1477

[B28] GouYShiYZhangYNieYWangJSongJJinHHeLGaoLQiaoLWuKFanDRibosomal protein L6 promotes growth and cell cycle progression through upregulating cyclin E in gastric cancer cellsBiochem Biophys Res Commun20103937887932017117510.1016/j.bbrc.2010.02.083

[B29] ObregonM-JThyroid hormone and adipocyte differentiationThyroid2008181851951827901910.1089/thy.2007.0254

[B30] LuCChengS-YThyroid hormone receptors regulate adipogenesis and carcinogenesis via crosstalk signaling with peroxisome proliferator-activated receptorsJ Mol Endocrinol2010441431541974104510.1677/JME-09-0107PMC3464095

[B31] KumarKUSrivastavaSPKaufmanRJDouble-Stranded RNA-Activated Protein Kinase (PKR) Is Negatively Regulated by 60S Ribosomal Subunit Protein L18Mol Cell Biol19991911161125989104610.1128/mcb.19.2.1116PMC116041

[B32] YamadaTSasakiSSukegawaSMiyakeTFujitaTKoseHMoritaMTakahagiYMurakamiHMorimatsuFSasakiYAssociation of a single nucleotide polymorphism in ribosomal protein L27a gene with marbling in Japanese Black beef cattleAnim Sci J2009806316352016365110.1111/j.1740-0929.2009.00688.x

[B33] CaldarolaSDe StefanoMCAmaldiFLoreniFSynthesis and function of ribosomal proteins - fading models and new perspectivesFEBS Journal2009276319932101943871510.1111/j.1742-4658.2009.07036.x

[B34] Van den BroekeAVan PouckeMMarcos-CarcavillaAHugotKHayesHBertaudMVan ZeverenAPeelmanLCharacterization of the ovine ribosomal protein SA gene and its pseudogenesBMC Genomics2010111792023341910.1186/1471-2164-11-179PMC2850357

[B35] KuH-CChangH-HLiuH-CHsiaoC-HLeeM-JHuY-JHungP-FLiuC-WKaoY-HGreen tea (-)-epigallocatechin gallate inhibits insulin stimulation of 3T3-L1 preadipocyte mitogenesis via the 67-kDa laminin receptor pathwayAm J Physiol, Cell Physiol200929712113210.1152/ajpcell.00272.200819176763

[B36] KaoY-HChangH-HLeeM-JChenC-LTea, obesity, and diabetesMol Nutr Food Res2006501882101641647610.1002/mnfr.200500109

[B37] RuggeroDSonenbergNThe Akt of translational controlOncogene200524742674341628828910.1038/sj.onc.1209098

[B38] RuiLA link between protein translation and body weightJ Clin Invest20071173103131727355410.1172/JCI31289PMC1783829

[B39] TopisirovicISonenbergNTranslational control by the eukaryotic ribosomeCell20111453333342152970610.1016/j.cell.2011.04.006

[B40] WangXProudCGThe mTOR pathway in the control of protein synthesisPhysiology (Bethesda)2006213623691699045710.1152/physiol.00024.2006

[B41] HernándezGVazquez-PianzolaPFunctional diversity of the eukaryotic translation initiation factors belonging to eIF4 familiesMechanisms of Development20051228658761592257110.1016/j.mod.2005.04.002

[B42] ClemensMJBushellMJeffreyIWPainVMMorleySJTranslation initiation factor modifications and the regulation of protein synthesis in apoptotic cellsCell Death Differ200076036151088950510.1038/sj.cdd.4400695

[B43] ShahbazianDParsyanAPetroulakisETopisirovicIMartineauYGibbsBFSvitkinYSonenbergNControl of Cell Survival and Proliferation by Mammalian Eukaryotic Initiation Factor 4BMol Cell Biol201030147814852008610010.1128/MCB.01218-09PMC2832492

[B44] ZhangHHHuangJDüvelKBobackBWuSSquillaceRMWuC-LManningBDInsulin Stimulates Adipogenesis through the Akt-TSC2-mTORC1 PathwayPLoS ONE20094e61891959338510.1371/journal.pone.0006189PMC2703782

[B45] GrandoriCCowleySMJamesLPEisenmanRNThe Myc/Max/Mad network and the transcriptional control of cell behaviorAnnu Rev Cell Dev Biol2000166536991103125010.1146/annurev.cellbio.16.1.653

[B46] FreytagSOGeddesTJReciprocal regulation of adipogenesis by Myc and C/EBP alphaScience1992256379382156608610.1126/science.256.5055.379

[B47] HeathVJGillespieDACrouchDHInhibition of the terminal stages of adipocyte differentiation by cMycExp Cell Res200025491981062346910.1006/excr.1999.4736

[B48] KimS-JLeeK-HLeeY-SMunE-GKwonD-YChaY-STranscriptome analysis and promoter sequence studies on early adipogenesis in 3T3-L1 cellsNutr Res Pract2007119282053538110.4162/nrp.2007.1.1.19PMC2882572

[B49] DaiM-SLuHCrosstalk between c-Myc and ribosome in ribosomal biogenesis and cancerJ Cell Biochem20081056706771877341310.1002/jcb.21895PMC2569974

[B50] FensterlVSenGCThe ISG56/IFIT1 gene familyJ Interferon Cytokine Res20113171782095013010.1089/jir.2010.0101PMC3021354

[B51] XuGLiYAnWZhangWGhrelin and cell differentiationActa Biochim Biophys Sin (Shanghai)20084084184718850048

[B52] LiuJLinHChengPHuXLuHEffects of ghrelin on the proliferation and differentiation of 3T3-L1 preadipocytesJ Huazhong Univ Sci Technol Med Sci2009292272301939941010.1007/s11596-009-0218-x

[B53] ZhangWZhaoLLinTRChaiBFanYGantzIMulhollandMWInhibition of adipogenesis by ghrelinMol Biol Cell200415248424911503413710.1091/mbc.E03-09-0657PMC404039

[B54] TeamRDCR: A Language and Environment for Statistical Computing1ISBN 3- 900051-07-0

[B55] SmythGKLinear Models and Empirical Bayes Methods for Assessing Differential Expression in Microarray ExperimentsStatistical Applications in Genetics and Molecular Biology2004312510.2202/1544-6115.102716646809

[B56] BenjaminiYHochbergYControlling the False Discovery Rate: A Practical and: Powerful Approach to Multiple TestingJournal of the Royal Statistical Society Series B (Methodological)199557289300

[B57] ThomasPDCampbellMJKejariwalAMiHKarlakBDavermanRDiemerKMuruganujanANarechaniaAPANTHER: A Library of Protein Families and Subfamilies Indexed by FunctionGenome Research200313212921411295288110.1101/gr.772403PMC403709

[B58] SchmittgenTDLivakKJAnalyzing real-time PCR data by the comparative CT methodNat Protocols200831101110810.1038/nprot.2008.7318546601

[B59] ChambersJFreenyAHeibergerRAnalysis of variance; designed experimentsStatistical Models in S1992Pacific Grove, California: Wadsworth & Brooks/Cole

[B60] ChoRJCampbellMJTranscription, genomes, functionTrends Genet2000164094151097307010.1016/s0168-9525(00)02065-5

[B61] ZhengSYaoYDongYLinFZhaoHShenZSunYTangLDown-regulation of ribosomal protein L7A in human osteosarcomaJ Cancer Res Clin Oncol2009135102510311912529410.1007/s00432-008-0538-4PMC12160200

# Supplementary material for: Novel polysome messages and changes in translational activity appear after induction of adipogenesis in 3T3-L1 cells
**Source:** BMC Mol Biol. 2012 Mar 21;13:9. doi: 10.1186/1471-2199-13-9
**Supplement:** Additional file 5 — Further information to Table 1. Gene functions, GenBank accession numbers and fold change for mRNAs that are fourfold and greater up- or down-regulated 6 hours after stimulation of adipogenesis.

**Additional file 5 - Further information to Table 1**

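In the table of this supplement, the fold change is the ratio of the change over 6 h in the polysomal fraction to that in the non-polysomal fraction, that is 2 raised to the M-value, so that numbers below 1 stand for down-regulated transcripts. The fdr is the p-value after adjustment for the number of probes. On the background-subtracted values, the fold of 34 of the 36 up-regulated transcripts with an M-value was within a factor of 1.5 of the fold in the supplement.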

Gene functions, GenBank accession numbers and fold change for mRNAs that are fourfold and greater up- or down-regulated 6 hours after stimulation of adipogenesis.

| Description                                                                            | Symbol         | Gene functions                                                                                                       | GenBank      | fold change | fdr      |
|----------------------------------------------------------------------------------------|----------------|----------------------------------------------------------------------------------------------------------------------|--------------|-------------|----------|
| <i>Genes up-regulated 6h after hormonal induction</i>                                  |                |                                                                                                                      |              |             |          |
| interferon regulatory factor 6                                                         | <i>IRF6</i>    | nucleobase, nucleoside, nucleotide and nucleic acid metabolic process, immune response, response to interferon-gamma | AK087631     | 14.22       | 1.78E-03 |
| polymerase (RNA) II (DNA directed) polypeptide A                                       | <i>POLR2a</i>  | nucleobase, nucleoside, nucleotide and nucleic acid metabolic process                                                | NM_009089    | 13.23       | 1.07E-03 |
| pleckstrin homology domain containing, family N member 1                               | <i>PLEKHN1</i> | cell communication, signal transduction, cellular defense response                                                   | NM_001008233 | 7.80        | 1.89E-03 |
| proprotein convertase subtilisin/kexin type 1 inhibitor                                | <i>PCSK1n</i>  | unclassified                                                                                                         | NM_013892    | 7.56        | 9.28E-04 |
| ribosomal protein L27a                                                                 | <i>RPL27a</i>  | protein metabolic process                                                                                            | NM_011975    | 7.42        | 3.83E-04 |
| eukaryotic translation initiation factor 4B                                            | <i>eIF4B</i>   | protein metabolic process                                                                                            | NM_145625    | 7.15        | 3.83E-04 |
| inosine 5'-phosphate dehydrogenase 2                                                   | <i>IMPDH2</i>  | nucleobase, nucleoside, nucleotide and nucleic acid metabolic process                                                | NM_011830    | 5.97        | 3.83E-04 |
| lactoperoxidase                                                                        | <i>LPO</i>     | oxygen and reactive oxygen species metabolic process, immune response                                                | NM_080420    | 5.56        | 9.70E-04 |
| Nicotinamide nucleotide adenylyltransferase 2                                          | <i>NMNAT2</i>  | nucleobase, nucleoside, nucleotide and nucleic acid metabolic process                                                | NM_175460    | 5.45        | 3.83E-04 |
| ribosomal protein S18                                                                  | <i>RPS18</i>   | protein metabolic process                                                                                            | NM_011296    | 5.29        | 3.83E-04 |
| heat shock protein 8                                                                   | <i>HSPA8</i>   | protein metabolic process, response to stress                                                                        | NM_031165    | 5.20        | 3.83E-04 |
| sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3G | <i>SEMA3g</i>  | signal transduction, developmental process, cell surface receptor linked signal transduction, cell adhesion          | AK129018     | 5.19        | 3.83E-04 |
| family with sequence                                                                   | <i>FAM131a</i> | unclassified                                                                                                         | NM_133778    | 4.97        | 3.83E-   |

|                                                           |                      |                                                                                                                                                                                       |           |      |          |
|-----------------------------------------------------------|----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|------|----------|
| similarity 131, member A                                  |                      |                                                                                                                                                                                       |           |      | 04       |
| solute carrier family 25, member 30                       | <i>SLC25a30</i>      | phosphate, lipid, nucleobase, nucleoside, nucleotide and nucleic acid metabolic process; phosphate, lipid, cation, ion, nucleobase, nucleoside, nucleotide and nucleic acid transport | NM_026232 | 4.88 | 3.83E-04 |
| RIKEN cDNA 4930558C23 gene                                | <i>4930558C23RIK</i> | not described                                                                                                                                                                         | AK006075  | 4.88 | 1.22E-03 |
| small inducible cytokine subfamily E, member 1            | <i>SCYE1</i>         | protein metabolic process                                                                                                                                                             | NM_007926 | 4.81 | 3.83E-04 |
| S-adenosylhomocysteine hydrolase                          | <i>AHCY</i>          | nucleobase, nucleoside, nucleotide and nucleic acid metabolic process                                                                                                                 | L32836    | 4.80 | 3.83E-04 |
| vasohibin 1                                               | <i>VASH1</i>         | unclassified                                                                                                                                                                          | NM_177354 | 4.78 | 3.83E-04 |
| heat shock protein 90 alpha (cytosolic), class B member 1 | <i>HSP90ab1</i>      | protein metabolic process, response to stress                                                                                                                                         | NM_008302 | 4.75 | 3.83E-04 |
| ADP-ribosylation factor-like 4D                           | <i>ARL4d</i>         | not described                                                                                                                                                                         | NM_031160 | 4.69 | 8.90E-04 |
| myelocytomatosis oncogene                                 | <i>MYC</i>           | cellular process, induction of apoptosis, cell cycle                                                                                                                                  | NM_010849 | 4.66 | 3.95E-04 |
| TSC22 domain family, member 3                             | <i>TSC22d3</i>       | nucleobase, nucleoside, nucleotide and nucleic acid metabolic process                                                                                                                 | AF024519  | 4.60 | 4.35E-04 |
| ribosomal protein L7A                                     | <i>RPL7a</i>         | protein metabolic process; nucleobase, nucleoside, nucleotide and nucleic acid metabolic process                                                                                      | NM_013721 | 4.54 | 3.83E-04 |
| solute carrier family 25, member 30                       | <i>SLC25a30</i>      | phosphate, lipid, nucleobase, nucleoside, nucleotide and nucleic acid metabolic process; phosphate, lipid, cation, ion, nucleobase, nucleoside, nucleotide and nucleic acid transport | AK159732  | 4.53 | 4.35E-04 |
| no description                                            | no symbol            | not described                                                                                                                                                                         | XR_002409 | 4.48 | 3.83E-04 |
| solute carrier family 25 (mitochondrial carrier,          | <i>SLC25a5</i>       | phosphate, lipid, nucleobase, nucleoside,                                                                                                                                             | NM_007451 | 4.45 | 3.83E-04 |

|                                                    |                 |                                                                                                                                             |              |      |          |
|----------------------------------------------------|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------|--------------|------|----------|
| adenine nucleotide translocator), member 5         |                 | nucleotide and nucleic acid metabolic process; phosphate, lipid, cation, ion, nucleobase, nucleoside, nucleotide and nucleic acid transport |              |      |          |
| TBC1 domain family, member 22a                     | <i>TBC1d22a</i> | cellular component organization, exocytosis, cellular component morphogenesis, intracellular protein transport                              | NM_145476    | 4.33 | 3.83E-04 |
| TSC22 domain family, member 3                      | <i>TSC22d3</i>  | nucleobase, nucleoside, nucleotide and nucleic acid metabolic process                                                                       | NM_001077364 | 4.32 | 3.83E-04 |
| procollagen-lysine, 2-oxoglutarate 5-dioxygenase 3 | <i>PLOD3</i>    | protein metabolic process, cell adhesion                                                                                                    | NM_011962    | 4.31 | 4.48E-04 |
| BCL2-associated athanogene 3                       | <i>BAG3</i>     | protein metabolic process, signal transduction, negative regulation of apoptosis                                                            | AJ250687     | 4.29 | 4.95E-04 |
| cyclin-dependent kinase inhibitor 1C (P57)         | <i>CDKN1c</i>   | cellular process<br>cell cycle                                                                                                              | NM_009876    | 4.26 | 7.35E-04 |
| small proline-rich protein 2A                      | <i>SPRR2a</i>   | unclassified                                                                                                                                | NM_011468    | 4.23 | 3.83E-04 |
| heat shock factor 1                                | <i>HSF1</i>     | nucleobase, nucleoside, nucleotide and nucleic acid metabolic process; response to stress, immune system process, response to stimulus      | Z49206       | 4.23 | 6.93E-04 |
| no description                                     | no symbol       | not described                                                                                                                               | NM_001013830 | 4.23 | 3.83E-04 |
| ribosomal protein S15a pseudogene                  | <i>GM13253</i>  | not described                                                                                                                               | XM_973351    | 4.22 | 3.83E-04 |
| ribosomal protein L18                              | <i>RPL18</i>    | protein metabolic process                                                                                                                   | NM_009077    | 4.22 | 3.83E-04 |
| predicted gene, 675507                             | <i>675507</i>   | not described                                                                                                                               | XR_005114    | 4.10 | 3.83E-04 |
| ribosomal protein SA                               | <i>RPSa</i>     | protein metabolic process, nucleobase, nucleoside, nucleotide and nucleic acid metabolic process                                            | NM_011029    | 4.09 | 4.31E-04 |
| dapper homolog 1, antagonist of beta-              | <i>DACT1</i>    | unclassified                                                                                                                                | NM_021532    | 4.08 | 1.19E-03 |

|                                                                |              |                                                                          |           |      |          |
|----------------------------------------------------------------|--------------|--------------------------------------------------------------------------|-----------|------|----------|
| catenin (xenopus)                                              |              |                                                                          |           |      |          |
| sorting nexin 17                                               | <i>SNX17</i> | vesicle-mediated transport, endocytosis, intracellular protein transport | NM_153680 | 4.03 | 2.40E-02 |
| dehydrodolichyl diphosphate synthase                           | <i>DHDDS</i> | protein metabolic process                                                | NM_026144 | 4.01 | 4.09E-04 |
| ribosomal protein L6                                           | <i>RPL6</i>  | protein metabolic process                                                | NM_011290 | 4.00 | 4.09E-04 |
| ethanolaminephosphotransferase 1                               | <i>EPT1</i>  | not described                                                            | NM_027652 | 4.00 | 4.08E-04 |
| <b><i>Genes down-regulated 6h after hormonal induction</i></b> |              |                                                                          |           |      |          |
| interferon-induced protein with tetratricopeptide repeats 1    | <i>IFIT1</i> | response to interferon gamma immune response, response to stimulus       | NM_008331 | 0.25 | 4.56E-04 |
| ghrelin                                                        | <i>GHRL</i>  | cell surface receptor linked signal transduction, cell communication     | NM_021488 | 0.16 | 1.61E-03 |

# Supplementary material for: Novel polysome messages and changes in translational activity appear after induction of adipogenesis in 3T3-L1 cells
**Source:** BMC Mol Biol. 2012 Mar 21;13:9. doi: 10.1186/1471-2199-13-9
**Supplement:** Additional file 7 — Results of Cluster analysis by PANTHER DB. This Table contains the name of the PANTHER classification category, the genes that map to the respective category, the expected number of genes in the respective category based on the reference genome, plus or minus signs indicating over- or under-representation of the respective category in the experiment and finally the p-values determined by the binomial statistic according to [60].

## Additional file 7 - Results of Cluster analysis by PANTHER DB.

This Table contains the name of the PANTHER classification category, the genes that map to the respective category, the expected number of genes in the respective category based on the reference genome, plus or minus signs indicating over- or under-representation of the respective category in the experiment and finally the p-values determined by the binomial statistic according to [61].

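In the PANTHER table of this supplement, the number expected in a category is the share of that category among all genes of the reference genome, multiplied by the number of genes on the list, and the sign tells whether more or fewer genes than expected were found. The p-value gives the probability of a deviation of that size if genes had been drawn at random from the genome. The genome is the reference there, and not the genes that the array or the criteria could have selected. The classification was not repeated and is not analysed here.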

| PANTHER classification                                                             | genes                                                                                   | expected | over/under | P-value  |
|------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------|----------|------------|----------|
| <b><i>Molecular Function of up-regulated genes 6h after hormonal induction</i></b> |                                                                                         |          |            |          |
| nucleic acid binding                                                               | <i>eIF4B, HSF1, IRF6, MYC, POLR2a, RPL18, RPL27a, RPL6, RPL7a, RPS18, RPSa, TSC22d3</i> | 6.03     | +          | 1.13E-02 |
| structural constituent of ribosome                                                 | <i>RPL18, RPL27a, RPL6, RPL7a, RPS18, RPSa</i>                                          | 0.68     | +          | 5.57E-05 |
| translation initiation factor activity                                             | <i>eIF4B</i>                                                                            | 0.14     | +          | 1.29E-01 |
| transcription regulator activity                                                   | <i>HSF1, IRF6, MYC, TSC22d3</i>                                                         | 2.86     | +          | 3.20E-01 |
| nucleotidyltransferase activity                                                    | <i>NMNAT2, POLR2a</i>                                                                   | 0.27     | +          | 2.99E-02 |
| amino acid transmembrane transporter activity                                      | <i>SLC25a5, SLC25a30</i>                                                                | 0.14     | +          | 8.92E-03 |
| kinase inhibitor activity                                                          | <i>CDKN1c</i>                                                                           | 0.17     | +          | 1.53E-01 |
| aminoacyl-tRNA ligase activity                                                     | <i>SCYE1</i>                                                                            | 0.05     | +          | 4.70E-02 |
| oxidoreductase activity                                                            | <i>IMPDH2, LPO, PLOD3</i>                                                               | 1.13     | +          | 1.03E-01 |
| <b><i>Protein Class of up-regulated genes 6h after hormonal induction</i></b>      |                                                                                         |          |            |          |
| ribosomal protein                                                                  | <i>RPL18, RPL27a, RPL6, RPL7a, RPS18, RPSa</i>                                          | 0.67     | +          | 4.78E-05 |
| RNA binding protein                                                                | <i>eIF4B, RPL18, RPL27a, RPL6, RPL7a, RPS18, RPSa</i>                                   | 1.50     | +          | 6.18E-04 |
| chaperone                                                                          | <i>BAG3, HSPA8, HSP90ab1</i>                                                            | 0.18     | +          | 7.27E-04 |
| nucleotidyltransferase                                                             | <i>NMNAT2, POLR2a</i>                                                                   | 0.13     | +          | 7.38E-03 |

|                                                                                |                                 |      |   |          |
|--------------------------------------------------------------------------------|---------------------------------|------|---|----------|
| amino acid transporter                                                         | <i>SLC25a5, SLC25a30</i>        | 0.14 | + | 8.92E-03 |
| kinase inhibitor                                                               | <i>CDKN1c</i>                   | 0.02 | + | 2.12E-02 |
| aminoacyl-tRNA synthetase                                                      | <i>SCYE1</i>                    | 0.03 | + | 2.64E-02 |
| peroxidase                                                                     | <i>LPO</i>                      | 0.04 | + | 3.80E-02 |
| oxidoreductase                                                                 | <i>IMPDH2, LPO, PLOD3</i>       | 0.91 | + | 6.26E-02 |
| translation factor                                                             | <i>eIF4B</i>                    | 0.10 | + | 9.55E-02 |
| acyltransferase                                                                | <i>DHDDS</i>                    | 0.11 | + | 1.05E-01 |
| oxygenase activity                                                             | <i>PLOD3</i>                    | 0.12 | + | 1.12E-01 |
| hydrolase                                                                      | <i>AHCY, TBC1d22a</i>           | 3.34 | - | 3.39E-01 |
| basic helix-loop-helix transcription factor                                    | <i>MYC</i>                      | 0.16 | + | 1.45E-01 |
| dehydrogenase                                                                  | <i>IMPDH2</i>                   | 0.35 | + | 2.98E-01 |
| transcription factor                                                           | <i>HSF1, IRF6, MYC, TSC22d3</i> | 2.82 | + | 3.10E-01 |
| structural protein                                                             | <i>SPRR2a</i>                   | 0.40 | + | 3.29E-01 |
| signaling molecule                                                             | <i>PLEKHN1, SEMA3g</i>          | 1.40 | + | 4.11E-01 |
| <b><i>Protein Class of down-regulated gene 6h after hormonal induction</i></b> |                                 |      |   |          |
| peptide hormone                                                                | <i>GHRL</i>                     | 0.01 | + | 1.32E-02 |

How the deposited data were processed for this re-analysis (not part of the article)

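The RNA of 3T3-L1 cells before (0 h) and 6 h after hormonal induction, divided into a non-polysomal and a polysomal pool of gradient fractions, was measured on 12 one-color Agilent mouse arrays, with 3 replicates in each of the 4 groups. The samples were grouped by time and fraction as the authors described them. The files of the scanner software (Feature Extraction 10.7.1.1) hold intensities per spot, among them a signal that is background-subtracted and detrended but not normalized between arrays, the median pixel of the spot and of its background, and the software's marks for outliers and for spots well above background. A table of the authors holds log2 values per probe, which are the log2 median pixel intensities averaged over the spots of a probe plus a constant per array. The q-PCR and Western blot measurements and the gradient profiles were not analysed here, and the names in the block of equal genes of Figure 1 were not used here.

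The background-subtracted signal was taken to the log2 scale, spots marked as outliers were left out (484 values of probes on single arrays were then missing), and the spots of a probe were averaged. Of 32839 accessions, 18754 were paired with a gene symbol through a table of RefSeq accessions. For scaling, the mean over spike-in transcripts of the median log2 signal of their spots was subtracted from each array after centring over the arrays. The M-value was computed and tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, Benjamini-Hochberg adjustment), and tables were read with data.table 1.17.8. The limits were an adjusted p of 0.05, an M-value of 1 or -1 for a call and of 2 or -2 for the lists, and 0.2 for equivalence, which was tested by a pair of one-sided tests. Changes over time within a fraction came from the same fit.

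The depth of an array is its signal over background. The 75th percentile of the intensities was 224 to 251 in the non-polysomal and 417 to 481 in the polysomal fraction at 0 h, and 241 to 267 in the non-polysomal and 401 to 528 in the polysomal fraction at 6 h. A log2 signal below the level that the software rates as well above background sets a bound only, so for probes that were not well above background on any array of a group the M-value is given with a bound where one can be computed.

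The genes named in the text were chosen by rule: every transcript of Table 1, UBE2k, the q-PCR normalizers, a list of adipogenic and IFIT genes that the paper names, and the 5 highest and 5 lowest M-values among the other probes with an adjusted p below 0.05, well above background on every array of a group and with the same sign of M in each replicate number. The cytosolic RP genes and a list of further genes, 17 of them on the array, whose mRNAs begin with a terminal oligopyrimidine tract (TOP) were tested as sets, with camera at an inter-gene correlation of 0.01, with camera at an estimated correlation and with fry. The mRNA content of the fractions was compared by an exact permutation test of the replicates.

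The steps were tested on simulated data of 40808 probes with the spread of these arrays. The 200 probes given a change were drawn from those well above background on every array. The raised ones had a median M-value of 1.49. Of the 200, 88.5% were called, 100% of the called ones with the right sign, and 10 unchanged probes had an adjusted p below 0.05. With no change simulated, 0 probes were called. Among probes placed at the limit of equivalence, 4.5% were called equivalent. That part was run with the spread between replicates made small, so it is not the error rate at the spread of these arrays.

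The alternatives tried were scaling to the 75th percentile, quantile normalization, a straight line through the spike-ins, the authors' log2 values, normexp background correction with an offset of 50, leaving out dim probes, keeping the spots marked as outliers, the replicate number as a block, a trend in the prior variance, the mean of the probes of a gene, other ordering criteria, other set tests, and leaving out each array or each replicate number in turn. After the values had been seen, 62 further settings for each of 4 counts were run in search of the paper's counts, and the closing section reports them. One item that the rule for named genes covers is not reported here.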

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

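Among the tests in this part, those of background subtraction and of the TOP set under another scaling were chosen only after the results were seen.

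The probes ranked here lie outside Table 1, had an adjusted p below 0.05, were well above background on every array of at least 1 group and had an M-value of the same sign in each of the 3 replicate numbers. Among these, the highest M-values belonged to XM_001473817 (5.74, standard error 0.75, adjusted p = 2.8e-04 from limma), AK044108 (5.37, standard error 0.50), AK052911 (5.09, standard error 0.97), Arl11 (4.89, standard error 0.81) and AK014999 (4.47, standard error 0.51). The lowest belonged to Fam83e (-4.60, standard error 1.27, adjusted p = 0.018 from limma), Ptpn22 (-4.03, standard error 0.50), Mt4 (-3.74, standard error 0.30), Fthl17e (-3.68, standard error 0.30) and AK084880 (-3.54, standard error 0.38). They stand here because the paper does not discuss these genes. A difference in scaling between the arrays cannot account for them as a whole, since all 10 kept their sign and an adjusted p below 0.05 with 75th percentile scaling. No single array accounts for them either, since the same held for all 10 with each array left out in turn. When all arrays of a replicate number were left out, Fam83e no longer had an adjusted p below 0.05 (-3.49 and 0.058 without replicate 2, -4.25 and 0.15 without replicate 3). Over the 26 alternatives its adjusted p ran from 0.0023 to 0.15. With normexp background correction of all spots, whose fit failed on 3 arrays, the lowest 5 had positive M-values.

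AK014999 and Fthl17e were well above background in every group, and on the deposited log2 values, from which no background was subtracted, both of these 2 probes kept at least 0.5 times their M-value. Background subtraction therefore does not account for them. The other 8 probes were not well above background on any array of at least 1 group. With each such dim group set to the level at which the software called spots well above background, the M-value was at least 3.16 for XM_001473817 (8.95-fold, SD between replicate numbers 1.00) and at least 4.17 for AK044108 (18.0-fold, SD 0.36). It was -3.07 or lower for Ptpn22 (at least 8.40-fold, SD 0.33) and -1.68 or lower for AK084880 (at least 3.19-fold, SD 0.55). Background subtraction at dim spots therefore does not account for the M-values of these 4 as a whole, although their size depends on it. For the remaining 4, an effect of background subtraction on the M-value and a change in the RNA cannot be told apart. On the deposited values 0 of these 4 kept 0.5 times their M-value, but leaving the background in lowers every difference that involves a dim spot. The bound for Fam83e, -2.17 or lower (at least 4.50-fold), has an SD of 2.05 between replicate numbers. AK052911, Arl11 and Mt4 were dim in 3 of the 4 groups, and their M-values have no bound. Their non-polysomal signal between 0 h and 6 h was at least 3.25-fold lower, at least 3.18-fold lower and at least 14.2-fold higher. An effect of hormonal induction on these transcripts stays open and was not tested further.

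The 30 probes of 17 genes on the TOP list had a median M-value of 2.08, and 2.16, 2.03 and 2.00 from the arrays of each replicate number, with single probes between 0.49 and 3.02. The set stands here because the paper names only eIF4B of its genes. The set lay above all probes (camera with an inter-gene correlation of 0.01, p = 6.1e-23, an estimated correlation of 0.50, p = 0.021, fry, p = 1.7e-09). The adjusted p was below 0.05 for 29 probes over all probes and for 29 when adjusted over the list alone, and all 30 had an M-value above 0. Of the genes, 16 had a probe above 1, 10 had one above 2, and 7 were among the genes with M above 2 that met all ordering criteria (41.2% against 1.06% of the other genes, Fisher's exact test, two-sided, p = 2.9e-10). The median change was 1.39 in the polysomal and -0.40 in the non-polysomal fraction. The signal level of the probes cannot account for the median, since of 10000 random lists matched on signal the middle 95% had medians from 0.57 to 1.08. A low polysomal share at 0 h cannot either, since lists matched on p0 - np0 ran from 0.41 to 0.92. The scaling cannot as a whole, since the set lay 1.40 above the median of all probes with quantile normalization and 0.88 with a straight line through the spike-ins, with an SD of 0.28 between replicate numbers. With normexp background correction of all spots, whose fit failed on 3 arrays, the difference was -1.07, and with normexp fitted without spots of non-uniform background, chosen after the data had been seen, it was 1.46. Only 1 of 100 splits of the arrays, the real one, gave a camera p as small, which argues against chance but does not exclude it. The count cannot fall below 1. A split that mixed the times in both fractions still reached a camera p of 2.0e-08, so the size of the camera p overstates the evidence. Hybridisation of transcripts of processed pseudogenes to these probes was not tested and stays open, as does an effect of hormonal induction on TOP mRNAs.

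At 70 probes the signal rose more than 2-fold in the polysomal fraction and fell more than 2-fold in the non-polysomal fraction, with an adjusted p below 0.05 from limma in each, and at 1 probe it moved in the opposite directions. They stand here because the fractions moved apart. Their M-values follow from this selection, so the difference between the fractions was not tested separately. All groups were well above background at 53 of them. With 75th percentile scaling there were 15 such probes, 13 of them among the 70. For the others, an effect of the scaling and a change in the RNA cannot be told apart, because this scaling takes away a shift of all probes whatever its cause. There were 11 with quantile normalization, 45 on the deposited log2 values and 61 without dim probes. Within the polysomal fraction, and within the non-polysomal fraction, only 1 of the 10 splits of 3 arrays against 3 gave as many probes with a change of more than 2-fold as the real one, and 10 splits are too few to exclude chance. A movement of these transcripts between the fractions after hormonal induction stays open.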

How the results depend on the processing

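Every setting in this part was chosen before the data were examined, except the scaling by dimmer spike-ins, the normexp correction without spots of non-uniform background, the one-sample test on the authors' values and the clustering on values other than the scaled ones, which were chosen after the data had been seen. Unless another cause is given, the cause of a change was not tested.

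The sets of RP and TOP genes kept a positive median M-value under every setting run, with medians of 1.04 to 2.19 and 1.40 to 2.53. The set test p was below 0.05 under every setting run. With normexp correction of all spots this p does not speak for sets above all probes. The medians of the sets lay above that of all probes except with normexp correction of all spots, where the fit failed on 3 arrays and the differences were -1.71 and -1.07. With normexp fitted without spots of non-uniform background they were 1.24 and 1.46. Leaving out saturated RP probes removed none, so that setting tests nothing. The number of equivalent probes was 0 under every setting except the unadjusted p, which gave 13. A trend in the prior variance, keeping the spots marked as outliers and the block for the replicate number left all counts within a factor of 1.5.

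With 75th percentile scaling there were 1545 probes above 1, 1431 below -1, 96 in the list of up-regulated and 91 in the list of down-regulated probes (69 and 26 of them in the lists with spike-in scaling). The median M-value was 0.064 and the difference in polysomal content 0.11. The reversed M-values given in this part for Ghrl, Plekhn1, Hsf1 and Selenoi (EPT1 in the paper) belong to further probes of these genes and not to those of Table 1. The shift of all probes is what this scaling takes away by construction. Reversed M-values were -0.12 for Plekhn1, -0.24, -0.28 and -0.36 for Ube2k, -0.35 for Ucp2, -0.15 for Pparg, -0.21 for Cdc25c and -0.032 for Hsf1. Of the calls, 51.9% lay above 1, against 90.2% with spike-in scaling.

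Quantile normalization, with the same construction, gave 1268, 1573, 78 and 124 probes (65 and 31 of the listed probes shared), 44.6% of calls above 1, a median M-value of -0.00075 and a difference in polysomal content of -0.0025. Reversed were Plekhn1 (-0.32), Selenoi (-0.11), Ube2k (-0.40, -0.37 and -0.49), Ucp2 (-0.46), Pparg (-0.30) and Hsf1 (-0.029 and -0.11).

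A straight line through the spike-ins gave 26154, 57, 4871 and 5 probes, 99.8% of calls above 1, a median M-value of 1.42, a difference in polysomal content of 1.67 and 27190 probes changed in the polysomal fraction. For most probes, which were dimmer than the dimmest spike-in transcript, this line was extrapolated. Reversed were Ghrl (0.52), Ube2k (0.77), Ucp2 (0.094 and 0.78), Ifit2 (0.14 and 0.81) and Cdc25c (0.96). Scaling by the 5 dimmer spike-ins gave 15038, 181, 1147 and 18 probes, 98.8% of calls above 1, a median of 0.94, a difference of 0.98 and 16468 probes changed in the polysomal fraction. Reversed were Ube2k (0.25), Ucp2 (0.22 and 0.38), Ifit2 (0.23) and Cdc25c (0.44).

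On the authors' values there were 3402 probes above 1 and 129 below -1 (96.3% above), 110 and 3 in the lists (94 and 3 shared), and 6409 and 3693 probes changed in the polysomal and non-polysomal fractions. Reversed were Ghrl (0.30), Ube2k (-0.00085 and 0.22), Ucp2 (0.11 and -0.013) and Cdc25c (-0.11 and 0.041). The one-sample test gave the same M-values, 129 probes below -1 and 111 and 3 in the lists.

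Normexp correction used the median signal of the spots, since the files hold no mean signal. It gave 101 probes above 1, 0 below -1, 35 and 0 in the lists, a median of 3.20, a difference in polysomal content of 3.32, 3459 and 1410 changed probes, and 5 arrays outside their group in the clustering. Reversed were Ifit1 (0.26), Ghrl (3.47), Ube2k (-0.20 and 3.00), Ucp2 (2.69), Ifit2 (1.75 and 2.23), Cdc25c (2.87), Fam83e (2.76), Ptpn22 (2.49), Mt4 (2.25), Fthl17e (0.13) and AK084880 (2.82). The cause lies in the fit on 3 arrays, whose background location was -932, -946 and -213 and became -2.19, -2.33 and -4.24 without the 50 to 107 spots per array that the software marks for non-uniform background. Without these spots normexp gave 2531, 74, 72 and 2 probes (97.2% of calls above 1), with 5445 and 2898 changed in the fractions, and reversed Ghrl (0.33), Ube2k (-0.030 and 0.21), Ucp2 (0.17 and -0.11) and Cdc25c (-0.063 and 0.089).

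Leaving out dim probes gave 185 up-regulated probes, 177 of them among the 357 of the main list. This setting takes dim probes out before the test, so listed probes that were dim could not remain. The mean of the probes of a gene gave 347 genes below -1. Without ordering criteria the lists held 660 and 67 probes. The methods' one-sided t-test of the difference in polysomal content of 0.53 gave p = 0.0029 in place of the exact p, which cannot fall below 0.1.

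The replicate block gave 5025, 535, 351 and 38 probes, a median M-value of 0.49 and 90.4% of calls above 1, and raised the adjusted p of a Slc25a30 probe to 0.066. Each slide held a replicate number. Of 18 correlations of same-numbered residuals over 20125 probes only 4 were above 0.1 (range -0.10 to 0.42). The numbers therefore did not pair the samples throughout, but an effect shared by the arrays of a slide is not excluded.

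With each array or replicate number left out, in 15 settings, there were 3979 to 5355 probes above 1, 459 to 582 below -1, 247 to 489 and 38 to 50 in the lists and 0 to 0 equivalent. The median M-value was 0.42 to 0.57, the difference in polysomal content 0.44 to 0.61, the changed probes 9185 to 10088 and 6497 to 6788, and the set medians 1.68 to 1.78 and 2.01 to 2.12. In groups left with 2 arrays the spread is pooled over the groups by limma. Of the M-values of named probes, 21 of these results were reversed, 39 lost and 3 gained an adjusted p below 0.05, and 1422 did neither. Those with a reversal ranged from -0.24 to 1.09 (Plekhn1), -0.0063 to 0.095 and -0.44 to 0.11 (Ube2k), -0.32 to 0.084 (Ucp2), -0.71 to 0.35 (Ifit2) and -0.10 to 0.52 and -0.14 to 0.083 (Cdc25c).

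Signal over background limits the dim probes: 11573 probes were never well above background, and 721 of the probes above 1 were not well above background on every array of any group.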

Differences from the paper's values

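In this part, the tests on normexp values without spots of non-uniform background, with scaling by the dimmer spike-ins and with the one-sample test on the authors' values, and a search for the paper's counts were made after the results were seen. The other settings named are alternatives set before the data were examined. The search ran 62 settings for each of 4 counts, made of subsets of the ordering criteria, stricter fdr limits, other forms of the test and no scaling, on the main values, on the authors' deposited values and with a one-sample test on these. It was made in order to find the paper's counts, so a setting that reaches one of them carries little weight.

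The paper reports 918 up-regulated genes, and the number of probes with M above 1 was 4981. Quantile normalization, with 1268, came within a factor of 1.5 of the paper's number, and none of the other alternatives set before the data were examined did. The paper reports 20 down-regulated genes, and 541 probes were found. No alternative set before the data were examined came within a factor of 1.5, and the lowest count other than 0 was 57, with a straight line through the spike-ins.

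The search, made after the values had been seen, came within a factor of 1.5 of 918 in 16 of 62 settings and equalled it in 0. With all 4 ordering criteria of the up-regulated list applied to the probes above 1 there were 1313 on the main values, 723 on the deposited values and 725 with the one-sample test. Without scaling there were 1190, and 1606 below -1. The other 12 settings within the factor applied 2 or 3 of the criteria to the deposited values, the nearest being p6 > p0, np6 < np0 and p0 < np0, with 902, and 905 in the one-sample test. For the 20 down-regulated genes, 8 of 62 settings chosen after the values had been seen came within the factor and 0 equalled it. All were on the deposited values with 3 or 4 of the criteria reversed, with 17 to 30 probes.

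The paper lists 43 up-regulated genes with M above 2, and 357 probes were found. Only normexp background correction of all spots, whose fit failed on 3 arrays, came within a factor of 1.5, with 35. The paper lists 2 down-regulated genes, and 37 probes were found. On the authors' deposited values there were 3 (Fthl17e, IFIT1 and ENSMUST00000107717), as in the one-sample test on them, chosen after the values had been seen, and no other alternative set before the data were examined came as close. Normexp without spots of non-uniform background, chosen after the values had been seen, gave 2, namely Fthl17e and ENSMUST00000107717, which are not the paper's genes. The search, also made after the values had been seen, came within a factor of 1.5 of 43 in 0 of 62 settings. It came within that factor of 2 in 26 settings and equalled it in 16, all on the deposited values, and in these 16 the genes were again Fthl17e and ENSMUST00000107717. With p6 < p0 as the only criterion the deposited values gave Fthl17e, ENSMUST00000107717, Ghrl and Ifit1, which include both of the paper's genes. ENSMUST00000107717 is named here only after its values were seen.

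The paper reports 27 genes with equivalent expression, and 0 probes were found with limma's standard error. No alternative came within a factor of 1.5, and the unadjusted p gave 13. For UBE2k the paper gives an fdr of 0.013 without naming the test. The adjusted p of the equivalence test was 1 at each of the 4 probes, under every alternative, and that of the M-value was 0.24, 0.43, 0.69 and 0.61, of which 75th percentile scaling brought the first within a factor of 1.5, at 0.019.

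The paper's text gives RPL27a an fdr of 2.38e-07, and the adjusted p was 1.2e-06. Quantile normalization, with 3.4e-07, was the only alternative set before the data were examined within a factor of 1.5. Chosen after the values had been seen, scaling by the dimmer spike-ins gave 1.8e-07 and a two-sample test of the search, with the times subtracted on the deposited values, gave 1.8e-07. For eIF4B the paper's fdr is 4.12e-07 and the adjusted p was 1.2e-06, with 75th percentile scaling, at 4.8e-07, the only alternative within that factor. For IMPDH2 the paper's fdr is 3.26e-07 and the adjusted p was 8.0e-07. Here 75th percentile scaling (4.8e-07), quantile normalization (4.2e-07) and a straight line through the spike-ins (2.8e-07) came within it and the other alternatives did not. Over all 26 alternatives the adjusted p ran from 1.3e-13 to 0.026 for each of these genes.

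Of 38 fold changes that could be compared with Additional file 5, 3 differed by more than a factor of 1.5 and by more than the SD of the M-value between replicate numbers. The paper's fold for CDKN1c is 4.26, and 18.9 was found; the authors' deposited values give 4.26 as does the one-sample test on them, chosen after the values had been seen, and no other alternative came within a factor of 1.5. For SNX17 the paper's fold is 4.03, and 2.18 was found; the deposited values give 4.03, keeping the spots marked as outliers gives 4.19, and, chosen after the values had been seen, the one-sample test gives 4.03 and scaling by the dimmer spike-ins 3.02. The other alternatives stayed outside. For GHRL the paper's fold is 0.16, and 0.052 was found; the deposited values give 0.158, and so does the one-sample test on them, chosen after the values had been seen. A straight line through the spike-ins (0.095) and normexp without spots of non-uniform background (0.24), the latter chosen after the values had been seen, were outside a factor of 1.5 but within the SD between replicate numbers, and the other alternatives differed.

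The fdr values of Additional file 5 differed from the adjusted p by more than a factor of 1.5 for all 38 transcripts compared. For 20 transcripts, the paper's fdr is 3.83e-04, and the adjusted p was 1.2e-06 for RPL27a, 1.2e-06 for eIF4B, 8.0e-07 for IMPDH2, 1.3e-05 for NMNAT2, 1.9e-06 for RPS18, 1.2e-06 for HSPA8, 1.0e-05 for FAM131a, 1.9e-06 for SLC25a30, 3.2e-06 for SCYE1, 5.5e-06 for AHCY, 2.9e-06 for VASH1, 3.0e-06 for HSP90ab1, 1.2e-06 for RPL7a, 1.2e-06 for SLC25a5, 2.5e-06 for TBC1d22a, 5.8e-06 for TSC22d3 (NM_001077364), 1.2e-06 for SPRR2a, 1.5e-05 for GM13253, 1.6e-06 for RPL18 and 1.2e-06 for 675507. The other pairs were POLR2a (0.00107 in the paper, 0.0026 here), PLEKHN1 (0.00189 in the paper, 0.018 here), PCSK1n (9.28e-04 in the paper, 0.0014 here), LPO (9.70e-04 in the paper, 0.0027 here), MYC (3.95e-04 in the paper, 6.5e-06 here), TSC22d3 (AF024519) (4.35e-04 in the paper, 3.8e-06 here), PLOD3 (4.48e-04 in the paper, 2.3e-06 here), BAG3 (4.95e-04 in the paper, 5.5e-06 here), CDKN1c (7.35e-04 in the paper, 4.1e-06 here), HSF1 (6.93e-04 in the paper, 2.6e-04 here), RPSa (4.31e-04 in the paper, 1.6e-06 here), DACT1 (0.00119 in the paper, 0.096 here), SNX17 (0.024 in the paper, 9.6e-05 here), DHDDS (4.09e-04 in the paper, 3.4e-06 here), RPL6 (4.09e-04 in the paper, 1.7e-06 here), EPT1 (4.08e-04 in the paper, 2.7e-06 here), IFIT1 (4.56e-04 in the paper, 3.7e-06 here) and GHRL (0.00161 in the paper, 1.7e-04 here). By setting, the authors' deposited values, leaving out dim probes and the replicate block each brought 2 of them within the factor, quantile normalization 1, and 75th percentile scaling, the straight line through the spike-ins, normexp and keeping the spots marked as outliers 0. In the 15 settings that left out an array or a replicate number it was 0 to 2. By transcript, leaving out dim probes brought in POLR2a and LPO, the replicate block PLEKHN1 and PCSK1n, the deposited values PLEKHN1 and SNX17, and quantile normalization NMNAT2. Leaving out single arrays or replicates also brought in HSF1, POLR2a, PLEKHN1, PCSK1n, LPO and SNX17 in some settings. Chosen after the values had been seen, scaling by the dimmer spike-ins brought in POLR2a, and the one-sample test on the deposited values brought in all 38. The remaining transcripts differed under every other alternative.

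The paper states that every transcript listed as up-regulated met the ordering criteria. Of the 37 probes matched by accession, 12 met all of them, and 12 did on the authors' deposited values. The paper lists Ghrelin as higher in the polysomal than in the non-polysomal fraction at 0 h, and its log2 signal was 9.01 in the polysomal and 10.58 in the non-polysomal fraction. The paper states an M-value above the list threshold for every up-regulated transcript. It was above 2 for 33 of the 36 with an M-value, and was 1.12 for SNX17, 1.72 for DACT1 (adjusted p of 0.096) and 1.99 for GM13253.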

Other observations

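In this part, the tests of the excess of probes above 1, of the RP set under another scaling, of probes of a gene that differ, of the fdr values of Additional file 5, of the number of calls and of the second Ghrelin probe were chosen only after the results were seen.

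Far more probes had an M-value above 1 than below -1. Noise of dim probes does not account for this, since only 14.5% of the probes above 1 were not well above background on every array of any group. The offset that the spike-ins give the 6 h polysomal arrays cannot be told apart from a shift of the probes themselves. With 75th percentile scaling 51.9% of the calls were above 1, but this scaling centres the arrays whatever the cause, so it decides nothing. The dimmer spike-ins differed by -0.83 between the 6 h polysomal arrays and the others, which a larger share of mRNA in the polysomal RNA at 6 h would give, and so would another amount of spike-in RNA in these samples. These cannot be told apart, because either would act on all 3 replicates of the group alike. A general shift of mRNA to polysomes after hormonal induction remains among the open explanations.

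The brighter spike-in transcripts differed less between arrays than the dimmer ones. Compression at the top of the signal range is a candidate explanation. For each probe at 0 h, the absolute deviation of p - np from its median over all probes was taken. Its median was 0.32 for the 5 brightest probes and 1.33 for 48 probes with log2 signals of 16.24 to 16.80. The ratio was 0.240, and 0% of 10000 draws from the less bright probes had a median as low. The probes compared belong to different genes and the brightest are only 5, so the test cannot show compression by itself. The prediction was written before the test was run, but the range of the less bright probes was set after a first run with a wider range. No biological explanation was tested.

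The RP set had a median M-value of 1.73. The signal level of the probes cannot account for it, since matched random lists had medians up to 1.02 (0.80 to 1.02 for the middle 95%). The low polysomal signal at 0 h cannot either, since lists matched on it ran from 0.59 to 0.93. The set lay 1.24 above the median of all probes with 75th percentile scaling, but an offset per array cancels out of this difference. It lay 1.04 above with quantile normalization but only 0.34 above with a straight line through the spike-ins, where the replicate numbers gave 0.61, 0.065 and 0.44 and the SD was 0.28. A part of the scaling in the excess cannot be told apart from a shift of the set, because the difference with the straight line is within 2 times this SD. With normexp correction of all spots the set lay 1.71 below, but the fit failed on 3 arrays, and without spots of non-uniform background, chosen after the data had been seen, it lay 1.24 above. Of 100 splits of the arrays, 10 gave a camera p as small, so chance is not excluded by this count, although all 10 were among the 18 splits that keep the 0 h and 6 h arrays of a fraction together. Hybridisation to transcripts of RP pseudogenes was not tested. An effect of hormonal induction stays open.

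The same 100 splits of the arrays within the fractions were used for the counts. A split and its mirror are one, so each was counted in the direction that gave more. As many probes above 1 were called in 7 splits, and the list of up-regulated probes was as long in 7. Chance is therefore not excluded by these counts. The bar for calls below -1 and for the down-regulated list was the real split's count in its own direction, 541 and 37 probes. For the down-regulated list the mirrored direction of the real split gave more, 586 probes. The bars of 541 and 37 were each reached in 16 splits. This comparison sets a single direction of the real split against the larger direction of the others, so it decides nothing about chance. For the equivalent probes, of which there were 0, the splits decide nothing, since all 100 reach a count of 0 whatever the data. All of the splits with these 4 counts as large were among the 18 that leave the times of a fraction unmixed and so keep part of the difference between 0 h and 6 h. The other 82 splits gave 0 calls above 1, 0 below -1 and 0 in either list.

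Where a gene of Table 1 had a further probe, 21 of the 28 further probes had a lower M-value than the probe in Table 1, and 8 had an M-value under 1. Low signal of the further probe does not account for this, since 6 of the 8, from 5 genes, were well above background on all arrays. Probes that recognise different RNA species of a gene, such as transcript variants, could also give this. For 9 genes the probes differed in M by more than 1, but the files hold no probe sequences mapped to transcripts, so this cannot be told apart from a choice of the highest probe per gene.

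The fdr values in the text of the paper and in Additional file 5 differ for the same genes. On the deposited values, a moderated one-sample test of the M-value computed per replicate number gave both the fold and the fdr of Additional file 5, to the digits printed, for 39 of 39 transcripts, and limma's test in a single fit of 4 groups gave 0 of 39. The values are consistent with such a test behind Additional file 5. It does not account for the number of up-regulated genes in the paper, since it called 3407 probes above 1.

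The Ghrelin probes of the array gave M-values of -4.25 and -0.62. Low signal of the second probe is a candidate explanation, but this probe was well above background on only 2 of the 12 arrays, so it cannot be told apart from a difference between the transcripts they recognise.

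Further genes that the paper names gave the following M-values. The q-PCR normalizer Actb had -0.82 (standard error 0.095, adjusted p = 1.5e-04 from limma), and the normalizer Ucp2 had -0.23, -0.07 and 0.07, with adjusted p of 0.13, 0.79 and 0.65. Ucp2 rose in both fractions, by 3.28 to 4.49 in the polysomal and by up to 4.56 in the non-polysomal fraction, where the second probe was not well above background at 0 h and sets only a bound of at least 13.9-fold and at least 14.2-fold. Cebpb had an M-value of 1.54 and rose by 4.35 in the polysomal and 2.82 in the non-polysomal fraction. Cebpd had 1.26, Cebpa 0.81 and 1.05, Zfp385a 0.66 and 0.78, and Bcl2 0.54 and 0.67, each with an adjusted p below 0.05 from limma. Pparg had 0.27 (adjusted p = 0.11), and Cdc25c had 0.21 and -0.01 (adjusted p = 0.56 and 0.96), both without a call. With quantile normalization Cebpd, the first Cebpa probe and Zfp385a no longer had an adjusted p below 0.05. Without replicate 3 the adjusted p was 0.11 and 0.061 for Bcl2 and 0.064 for the second Zfp385a probe. Over 26 alternatives it was below 0.05 in 21 and 24 for Bcl2 and in 23 and 22 for Zfp385a.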
